# Transcriptomics insights into the genetic regulation of root apical meristem exhaustion and determinate primary root growth in *Pachycereus pringlei* (Cactaceae)

**DOI:** 10.1038/s41598-018-26897-1

**Published:** 2018-06-04

**Authors:** Gustavo Rodriguez-Alonso, Marta Matvienko, Mayra L. López-Valle, Pedro E. Lázaro-Mixteco, Selene Napsucialy-Mendivil, Joseph G. Dubrovsky, Svetlana Shishkova

## Abstract

Many Cactaceae species exhibit determinate growth of the primary root as a consequence of root apical meristem (RAM) exhaustion. The genetic regulation of this growth pattern is unknown. Here, we *de novo* assembled and annotated the root apex transcriptome of the *Pachycereus pringlei* primary root at three developmental stages, with active or exhausted RAM. The assembled transcriptome is robust and comprehensive, and was used to infer a transcriptional regulatory network of the primary root apex. Putative orthologues of *Arabidopsis* regulators of RAM maintenance, as well as putative lineage-specific transcripts were identified. The transcriptome revealed putative orthologues of most proteins involved in housekeeping processes, hormone signalling, and metabolic pathways. Our results suggest that specific transcriptional programs operate in the root apex at specific developmental time points. Moreover, the transcriptional state of the *P*. *pringlei* root apex as the RAM becomes exhausted is comparable to the transcriptional state of cells from the meristematic, elongation, and differentiation zones of *Arabidopsis* roots along the root axis. We suggest that the transcriptional program underlying the drought stress response is induced during Cactaceae root development, and that lineage-specific transcripts could contribute to RAM exhaustion in Cactaceae.

## Introduction

Plant growth and organogenesis are postembryonic processes sustained by the presence and activity of meristems, which act as reservoirs of pluripotent cells. The root apical meristem (RAM) contains cells with a high mitotic rate, which supply cells for organ growth^1^. After few cell divisions in the RAM, also known as meristematic zone, the cells are displaced from the root apex and enter the elongation zone, where they undergo a longitudinal expansion. The generation and elongation of cells at the meristematic and elongation zone, respectively, further displace the cells into the differentiation zone, where the root cells acquire distintive features of particular root tissues (Fig. 1a–c). The RAM is present and active in most roots throughout much of the plant’s lifecycle in the majority of angiosperms, and it is therefore generally assumed that root growth can continue indefinitely as long as the environmental conditions are suitable^2^. A less common growth pattern for roots is the determinate growth, in which all cells at the root apex cease to divide and become differentiated as a consequence of RAM exhaustion (Fig. 1d–f). Determinate growth has been documented in a variety of angiosperm species, most remarkably in the proteoid lateral roots of Proteaceae species^3,4^; the adventitious roots of *Ficus pumila*^5^; and the lateral roots of *Zea mays*^6^, *Opuntia arenaria*, and *O*. *tunicata*^7^. Determinate growth of the primary root has only been reported for Cactaceae species from the Cactoideae and Opuntiodeae subfamilies, and *Ferocactus peninsulae*, *Stenocereus thurberi*, *S*. *gummosus*^8^, and *Pachycereus pringlei*^9^ were the first species in which determinate growth of the primary root was studied. This growth pattern has subsequently been observed in species from the seven tribes of the Cactoideae subfamily, namely, Cacteae, Pachycereeae, Cereeae, Trichocereeae, Notocacteae, Rhipsalideae^10^, and Hylocereeae^10,11^. Seedlings of all analysed species from the first six tribes always exhibit determinate growth of the primary root. Interestingly, some individuals of *Epiphyllum phyllanthus*, an epiphytic species from the Hylocereeae tribe, which inhabits mesic environments, exhibit determinate growth^11^, while other seedlings from the same species exhibit indeterminate growth^10^ of the primary root. Cactoideae species either thrive in arid or semi-arid environments, or experience water deficit by exposure to air, such as the epiphytic species of the Rhipsalideae and Hylocereeae tribes. Determinate growth of Cactaceae primary root could therefore represent an evolutionary adaptation to severe drought.

**Figure 1:**
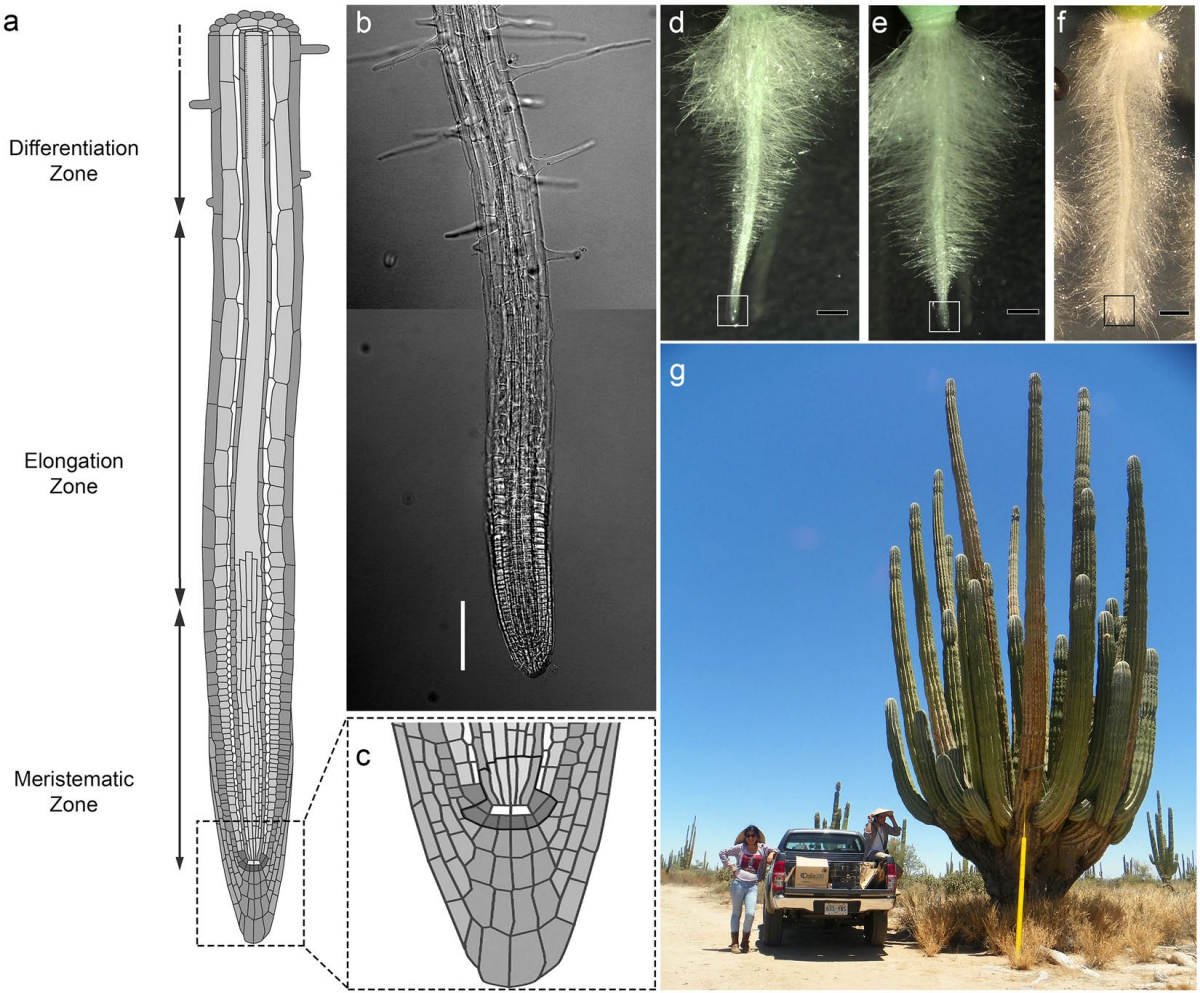
Indeterminate and determinate root growth. (**a**) Growing roots can be divided in three developmental zones along the longitudinal axis as illustrated here for the *Arabidopsis thaliana* primary root; the root apical meristem (RAM) is located in the meristematic zone and it is present and active in most angiosperm roots for long periods. (**b**) The developmental zones in an *A*. *thaliana* lateral root can be distinguished by the cell features. Scale bar: 100 µm. (**c**) The RAM contains a quiescent centre composed of cells with very low mitotic rate (white cells in the scheme). The cells adjacent to quiescent centre, delimited with a thick line, are called stem (initial) cells, and are a source of the dividing cells for the meristem. (**d**–**e**): The *Pachycereus pringlei* primary root exhibits determinate growth. In this work, 1 mm of the primary root apex, delimited with white or black box, was collected at three developmental stages: initial, when the RAM is present and fully active (**d**); intermediate, when the RAM is smaller and the differentiation zone is closer to the root apex (**e**); and terminal, when the RAM is exhausted and all the cells in the root, including those at the root apex, are differentiated (**f**). A mature *P*. *pringlei* is shown in (**g**). (**a**) and (**c**) were taken and modified from Peret, Benjamin (2017): doi:10.6084/m9.figshare.5143987.v4, originally deposited on FigShare as open access content under a CC BY 4.0 license.

Root hair development as a consequence of early termination of root growth enables faster water uptake and favours seedling establishment; moreover, in *Stenocereus* species, RAM exhaustion induces lateral root initiation and development^8^. In all desert Cactaceae species studied so far, determinate growth can also be observed in at least the first- and second-order lateral roots. Cactaceae species exhibit determinate growth of the primary root independent of the growth condition^8^. These data, together with the incidence of RAM exhaustion in lateral roots and the determinate growth of roots regenerated from calli^12^, indicate that RAM exhaustion in Cactaceae species is a genetically regulated developmental program, rather than a response to environmental conditions. The molecular mechanisms underlying RAM exhaustion in the Cactaceae primary root are unknown, although suppression subtractive hybridization has been used to identify some of the differentially expressed genes between the *S*. *gummosus* primary root apex with functional and exhausted RAM^10^.

Our knowledge of the genetic regulation of RAM establishment and maintenance is mainly derived from studies of *Arabidopsis thaliana* (*Arabidopsis*) mutants with short root phenotypes. These studies led to the identification of three major genetic regulatory pathways. The most important pathway for RAM maintenance involves the PLETHORA (PLT) transcription factors, which belong to the AP2/ERF superfamily^13^. PLT proteins are partially redundant, their activities are dose-dependent, and they share a high number of target genes^14^. Four of the six *Arabidopsis* PLT proteins, PLT1, PLT2, PLT3, and PLT4 (also known as BBM), have similar expression patterns in the root apex, with expression maxima in the quiescent centre (QC), very high expression levels in the stem (initial) cells, strong expression in the rest of the RAM, lower levels of expression in the elongation zone, and low to no expression in the differentiation zone^15^. The primary root of the *plt1* mutant of *Arabidopsis* exhibits subtle alterations of the cell division pattern in the QC and root cap cells, while *plt1 plt2* double mutants develop a much shorter primary root that stops growing soon after germination due to RAM exhaustion, therefore exhibiting determinate growth^15^.

In addition to their well-characterized roles in the radial organization of the root, the GRAS transcription cofactors SCARECROW (SCR) and SHORT-ROOT (SHR) are also involved in RAM maintenance. *Arabidopsis scr* and *shr* loss-of-function mutants exhibit a shorter primary root compared with the wild type, as well as changes in QC identity^16,17^. As a result, the RAM becomes disorganized and is lost, causing determinate growth^18–20^. Another transcription factor specifically expressed in the QC and involved in stem cell homeostasis in the root is WUSCHEL-RELATED HOMEOBOX 5 (WOX5)^21,22^. In *Arabidopsis wox5* loss-of-function mutants the columella stem cells differentiate and the QC cells are larger than those of the wild type, while the inducible ectopic expression of *WOX5* prevents differentiation of columella and lateral root cap cells^21,23^. When combined with *scr*, *shr*, or *plt1plt2* mutations, the *wox5* mutation redundantly accelerates RAM exhaustion^21^.

The exploration of RAM exhaustion and other developmental processes in Cactaceae has been limited by the lack of reference genomes for these species, although, after completion of this work, early draft genomes of four columnar cacti were reported^24^. Nevertheless, the rapid improvement of RNA-seq as a high-throughput sequencing technology enables the *de novo* assembly of transcriptomes for non-model species, circumventing the need for a reference genome^25^. In this study, we used RNA-seq to generate a *de novo* assembled transcriptome of the *P*. *pringlei* primary root apex at three developmental stages. To explore gene conservation in Cactaceae species, this transcriptome was compared with recently published *Lophophora williamsii* transcriptome^26^. The *P*. *pringlei* root apex transcriptome was used to assess differential gene expression and to infer a transcriptional regulatory network, with the aim of expanding our knowledge of RAM exhaustion in Cactaceae species and, consequently, enhancing our understanding of RAM maintenance in angiosperms.

## Results and Discussion

### Transcriptome *de novo* assembly and annotation

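*Pachycereus pringlei* is a columnar cactus in which the primary root stops growing once the root apical meristem (RAM), the population of dividing cells at the root tip, is used up. RNA was extracted from root tips of 1 mm at 3 developmental stages, with 2 biological replicates per stage. Each replicate pooled 350 apices at the initial stage (1 to 4 d.a.g.), 450 at the intermediate stage (5 to 6 d.a.g.) and 600 at the terminal stage (9 to 13 d.a.g.), so the spread between replicates is that between pools and not between plants. No reference genome was used here, and the transcripts are the contigs of the *de novo* assembly, named here by their contig identifiers and by the name the authors' annotation gives them. The authors mapped the reads of each sample to these contigs in CLC Genomics Workbench and deposited, for each of the 49045 contigs, its length, its annotation, the number of reads placed on it and its RPKM, the number of reads scaled by the length of the transcript and the mapped reads of the library. RPKM recomputed from the read counts and contig lengths differed from the deposited RPKM by at most 4.4e-07, so the RPKM values carry the scaling to each library's total and no other normalization. Starting from the read counts, differential expression was tested with edgeR's quasi-likelihood test in one fit of all 6 samples, with TMM normalization and without a replicate block. The filter on low counts (edgeR's filterByExpr, by stage) kept 37266 transcripts. DETs had to meet the criteria of the paper, a log2 fold change of at least 1 in size, a Benjamini-Hochberg FDR of at most 0.005, and a mean RPKM above 3 at each of the stages compared. The biological coefficient of variation between replicates was estimated at 0.218. Among the alternatives that kept all samples, the test, the FDR threshold, a replicate block and the stages in the fit changed the number of DETs most. The scaling of the libraries, the RPKM criterion and the filter on low counts also changed it. With 2 replicates per stage, there is little information on the spread of each transcript.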

To examine the molecular mechanisms underpinning RAM exhaustion in Cactaceae, we *de novo* assembled the root apex transcriptome of the *P*. *pringlei* primary root at three developmental stages: i) initial, when the RAM was present, at around 1–4 days after germination (d.a.g.); ii) intermediate, when a smaller RAM was still present and the root hairs were closer to the root apex, at approximately 5–6 d.a.g.; and iii) terminal, when the RAM was exhausted and all cells of the root apex were differentiated, at 9–13 d.a.g. (Fig. 1d–f). RNA-seq of the six samples, two biological replicates per developmental stage, yielded 279.23 million 2 × 100-bp paired-end reads with an average of 46.5 million reads per sample. 

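The read number in the paper counts the sequenced reads, whereas the values given here use the reads that the authors' mapping placed on transcripts. These were 13632014 and 16918819 in Initial replicates 1 and 2, 16601428 and 14436260 in Intermediate replicates 1 and 2, and 15438205 and 16552191 in Terminal replicates 1 and 2, in total 93578917 with a median of 15995198 per sample. The mean depth was 15275416.5 reads at the initial stage, 15518844 at the intermediate stage and 15995198 at the terminal stage, so the stages were sequenced to similar depth. At this depth, 3 reads on a transcript of the median length of 728 nt correspond to between 0.24 RPKM (Initial replicate 2) and 0.30 RPKM (Initial replicate 1), the smallest expression level treated as detectable. The library numbers in the column headers form 2 series, one for both Initial replicates and Intermediate replicate 1, and the other for Intermediate replicate 2 and both Terminal replicates. If these numbers reflect separate library preparations, the Initial and Terminal stages each fall wholly within one of them and preparation and stage cannot be told apart in that comparison. Only the intermediate stage has a replicate in each.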

The processed reads (see Methods) from all samples were used to *de novo* assemble the *P*. *pringlei* root apex transcriptome. The transcriptome was assembled in two consecutive rounds, first with all the processed reads and mapping reads back to contigs. The unmapped reads were then used to assemble additional contigs under the same parameters of bubble- and word-size as the previous run. This approach allowed the recovery of highly similar sequences, which were expected for large gene families and allelic variants, as *P*. *pringlei* is a tetraploid species^27^. The assembled transcriptome included 49,045 contigs, hereafter referred as transcripts, of ≥400 nt, with an average length of 1,080 nt (Table 1). 

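The authors' table lists 49045 transcripts, the shortest of 400 nt and the longest of 14583 nt, with 53.00 Mb of assembled sequence in total. The mean length was 1080.67 nt with an SD of 876.72 nt across transcripts, and the median was 728 nt. Weighted by length, the N25, N50 and N75 were 2365, 1414 and 732 nt. Counted by the number of transcripts instead, the upper quartile of length was 1332 nt, the median 728 nt and the lower quartile 520 nt. These values describe the whole assembly and have no replicate error.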

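Of the 49045 transcripts, 42981 (87.64%) were 400 to 2000 nt long, 5365 (10.94%) were 2000 to 4000 nt long, and 699 (1.43%) were longer than 4000 nt.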

Transcripts ranging from 400 to 2,000 nt in length account for 87.63% of the total assembled sequences, while 10.94% and 1.43% of the total transcripts were 2,000–4,000 nt and >4,000 nt long, respectively.

**Table 1:** *De novo* assembled transcriptome of the *Pachycereus pringlei* primary root apex.

Sequencing and preprocessing		Assembly		Contig features	
Total reads	279.23 × 10^6^	Total contigs	49,045	Average length (nt)	1,080
Av. reads per sample	46.5 × 10^6^	N25	1,332	Max. length (nt)	14,583
Paired-end reads	79 × 10^6^	N50	728	Min. length (nt)	400
Merged reads	88 × 10^6^	N75	611	400–2,000 nt	87.63%
				2,000–4,000 nt	10.94%
				>4,000 nt	1.43%

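In the authors' annotation, 27333 of the 49045 transcripts (55.7%) had an InterProScan match and 15958 (32.5%) had at least one GO term from BLAST2GO. A total of 12466 transcripts had both, 14867 had an InterProScan match only and 3492 a GO term only, which gives 30825 transcripts (62.85%) annotated by either tool. The KAAS annotation is not in the files analysed here. A name from a BLAST hit was given to 27843 transcripts (56.8%), and 34433 (70.2%) had at least one of a name, an InterProScan match or a GO term, which leaves 14612 (29.8%) with none. Annotated transcripts were longer, with a median length of 945 nt against 573 nt for those with neither an InterProScan match nor a GO term.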

A total of 31,265 contigs (63.7%) were annotated using the CLC GW BLAST2GO plug-in, InterProScan, or KAAS^28^ tools (Fig. 2). The species from which the highest number of significant hits was retrieved was *Beta vulgaris* (see Supplementary Fig. S1). This was expected as both, *B*. *vulgaris* and *P*. *pringlei*, belong to the order Caryophyllales and the former species was the closest relative of *P*. *pringlei* with an available reference genome^29^ at the time of the analysis. Shortly after this study, the genomes of the Caryophyllales *Amaranthus hypocondriacus*^30^ and *Chenopodium quinoa*^31^ were released; however, they were not available from the RefSeq database and therefore could not be included in the annotation analysis. The results of the KAAS annotation showed that the assembled transcriptome contained all the putative orthologue sequences required to reconstruct the central metabolism and CAM carbon fixation pathways (see Supplementary Fig. S2). Furthermore, the root apex transcriptome contains putative orthologues of most genes associated with the following: plant hormone signalling pathways, including auxin, cytokinin, gibberellin, abscisic acid, ethylene, brassinosteroid, jasmonic acid, and salicylic acid; eukaryotic DNA replication; basal eukaryotic transcription factors; synthesis, surveillance, and degradation of mRNA; ribosome biogenesis; and protein processing in the endoplasmic reticulum (Supplementary Fig. S2). Thus, the assembled root apex transcriptome is not only robust but also comprehensive and represents a step forward in the study of the Cactaceae family, for which the available transcriptomes generated so far include expressed sequence tags^32^ or specific RNA-seq datasets exploring metabolic processes^26,33^. The transcriptomes previously available for other plant species from the order Caryophyllales were also limited, but were recently expanded by the efforts of the OneKP initiative^34^.

**Figure 2:**
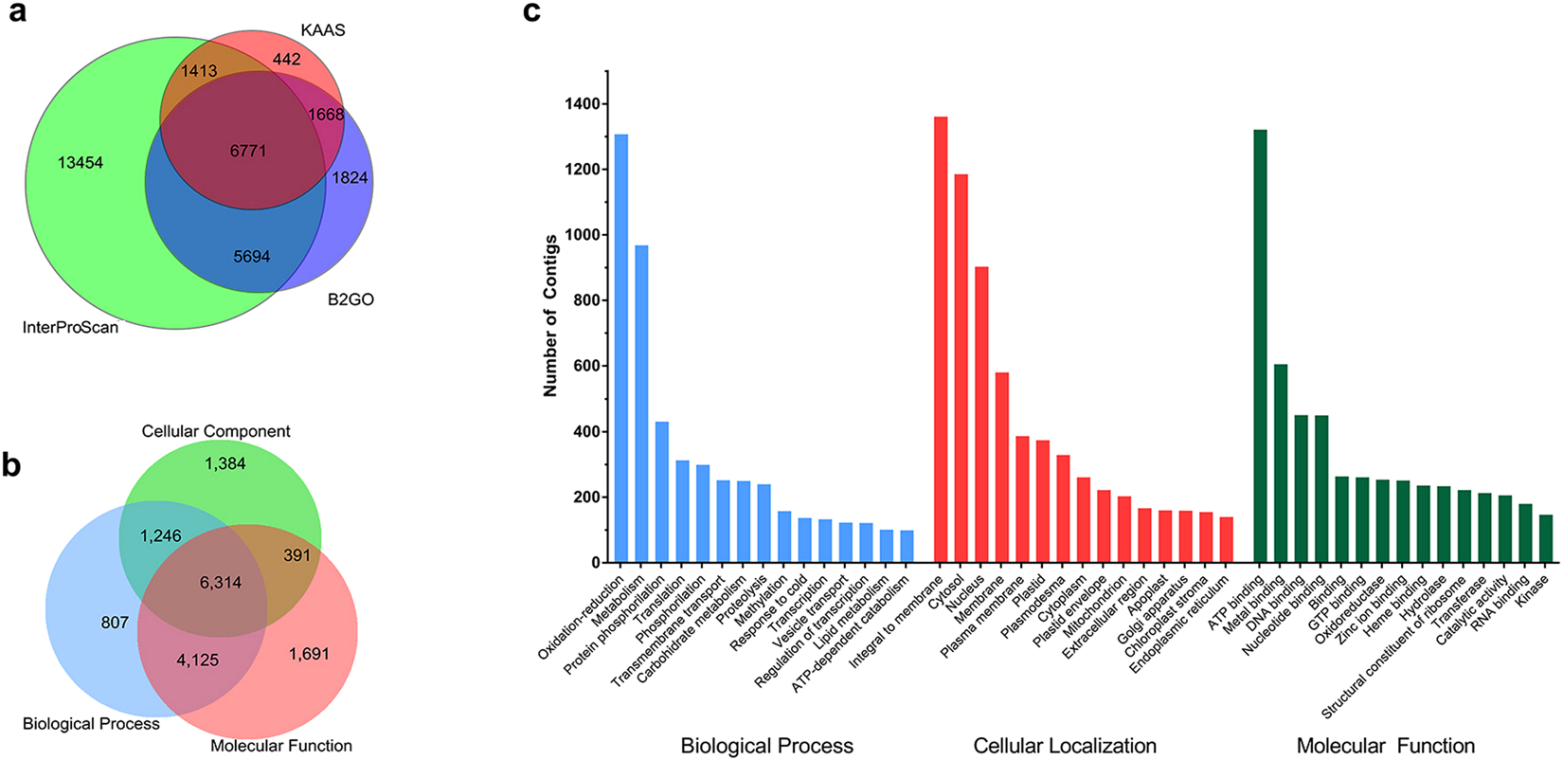
Annotation of the *de novo* assembled root tip transcriptome of *Pachycereus pringlei*. (**a**) 63.7% of the total assembled contigs were annotated using the KEGG Automatic Annotation Server (KAAS), InterProScan, or Blast2GO tools. (**b**) The number of contigs annotated per B2GO category. (**c**) The most frequently represented gene ontology subcategories.

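By GO category, 12492 transcripts had a biological process term, 9335 a cellular component term and 12521 a molecular function term, and 6314 transcripts had terms of all 3 categories. Only a biological process term was found for 807 transcripts, only a cellular component term for 1384 and only a molecular function term for 1691. Biological process and molecular function terms without a cellular component term were shared by 4125 transcripts, biological process and cellular component terms by 1246, and cellular component and molecular function terms by 391. The share annotated by InterProScan or GO rose with length, from 45.3% of transcripts of 400 to 600 nt to 90.9% of those longer than 2000 nt.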

### Transcriptional dynamics of the Cactaceae root development

To assess transcript abundance, the assembled transcripts were used as reference sequences to separately map the reads from each sample. 

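Nearly all reads counted on transcripts were placed uniquely, from 99.40% in Terminal replicate 2 to 99.76% in Initial replicate 1, and 45532 of the 49045 transcripts had reads in all 6 samples. The number of transcripts above 3 RPKM was 21107 and 20315 in the Initial replicates, 21965 and 21733 in the Intermediate replicates, and 23079 and 21787 in the Terminal replicates. The 10 most abundant transcripts took 3.17% and 6.19% of the reads in Initial replicates 1 and 2, 2.74% and 3.66% in the Intermediate replicates, and 3.55% and 3.72% in the Terminal replicates. The higher share in Initial replicate 2 came mainly from 1 transcript, P_pringlei_Contig_0000387 (annotated as a hypothetical protein), which took 3.00% of its reads against 0.72% in Initial replicate 1. TMM normalization factors, which account for such differences in composition, were 1.051 and 0.878 for the Initial replicates, 1.075 and 1.057 for the Intermediate replicates, and 1.022 and 0.933 for the Terminal replicates.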

Then, a principal component analysis (PCA) was performed on the correlation matrix to evaluate sample variability, and to visualize the transcriptional dynamics of the *P*. *pringlei* root apex at different developmental stages. The PCA analysis showed that the first and second principal components explain 84% and 12% of the observed variability of the data, respectively (see Supplementary Fig. S3). 

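A PCA of the Pearson correlation matrix of the 6 samples, computed on the untransformed RPKM values of all 49045 transcripts, gave 85.20% of the variance on the first component, 11.34% on the second and 1.46% on the third. With each sample left out in turn, the first component explained between 83.37% and 88.72% and the second between 8.35% and 13.26%. The scale of the values moved the shares most: on log2(RPKM + 1), the first component explained 95.08% and the second 3.30%.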

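On the second principal component, the Terminal replicates had loadings of 0.455 and 0.495, whereas all Initial (-0.369 and -0.233) and Intermediate replicates (-0.152 and -0.120) had negative loadings. On the first component, the loadings of all 6 samples had the same sign and lay between 0.851 and 0.977. Pearson correlations of RPKM between single samples, computed across transcripts, which are not independent replicates, were 0.905 to 0.945 between the initial and intermediate stages, 0.748 to 0.803 between the intermediate and terminal stages, and 0.605 to 0.715 between the initial and terminal stages. Replicates of the same stage correlated at 0.918 to 0.979, so samples of the initial and intermediate stages were about as similar to each other as replicates are, and the Terminal samples were less similar to either than any pair of replicates. The separation held within the library series that the column headers show, since Intermediate replicate 2 shares the series of the Terminal samples and still lay beside Intermediate replicate 1. On log2(RPKM + 1), where abundant transcripts weigh less, replicate correlations were 0.966 to 0.979 and those between the initial and terminal stages 0.874 to 0.937. Those between the intermediate and terminal stages were 0.918 to 0.929. Initial replicate 2 was thus closer to Terminal replicate 2 (0.937) than either Intermediate replicate was, and the order of the stages did not hold for it. The Terminal samples still lay apart on the second component, with loadings of 0.258 and 0.238 against negative loadings of all others.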

As shown in Fig. 3a, the PCA distinguished the terminal developmental stage transcriptomes from those of the initial and intermediate developmental stages. This was likely because all cells of the primary root apex are differentiated at the terminal developmental stage, while both, meristematic and elongating cells are present at the initial and intermediate stage, although in different proportions. 

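The distance between the 2 replicates of a stage, measured in the plane of the first 2 components, was 0.140 at the initial stage, 0.031 at the intermediate stage and 0.046 at the terminal stage. The same order was seen for single transcripts, for which the SD of the log2 ratio between replicates was 0.756 at the initial, 0.524 at the intermediate and 0.608 at the terminal stage, with 13.57%, 5.76% and 9.02% of transcripts more than 2-fold apart. A stage has only 1 pair of replicates, so a difference in spread between stages could not be tested. Among the alternatives, leaving out the 10 transcripts with the highest mean RPKM changed the order: the distance was then 0.171 at the initial, 0.044 at the intermediate and 0.016 at the terminal stage.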

The intermediate stage samples exhibited the least variability, as appreciated by their proximity to each other on the PCA plot, while the samples from the initial stage exhibited the greatest variability. This could be explained because the samples of the initial growth stage include root tips from 1–4 d.a.g. seedlings, resulting in the most heterogeneous biological replicates used in this study. The separation of the root apex samples according to the developmental stage, however, indicates that the observed variability between samples is due to transcriptional state changes during primary root development, and that specific transcriptional programs operate in the *P*. *pringlei* root apex at particular developmental time points. 

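Across the 37266 transcripts tested, the SD of the log2 fold change was 0.53 between the initial and intermediate stages, 1.04 between the intermediate and terminal stages, and 1.17 between the initial and terminal stages. The log2 ratio of the 2 replicates within a stage had an SD between 0.524 and 0.756. The stage values compare means of 2 samples and the replicate values single samples, so the 2 kinds of SD are not on the same footing. When abundant transcripts were given less weight by taking log2(RPKM + 0.1), the second component, which carries the separation, held 4.30% of the variance in place of 11.34%. From the grouping of the samples by stage, the paper concludes that the variability reflects changes of transcriptional state during primary root development, with specific programs at particular times.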

In contrast, in most angiosperms the RAM maintenance programs remain present in the root apex of the majority of roots.

**Figure 3:**
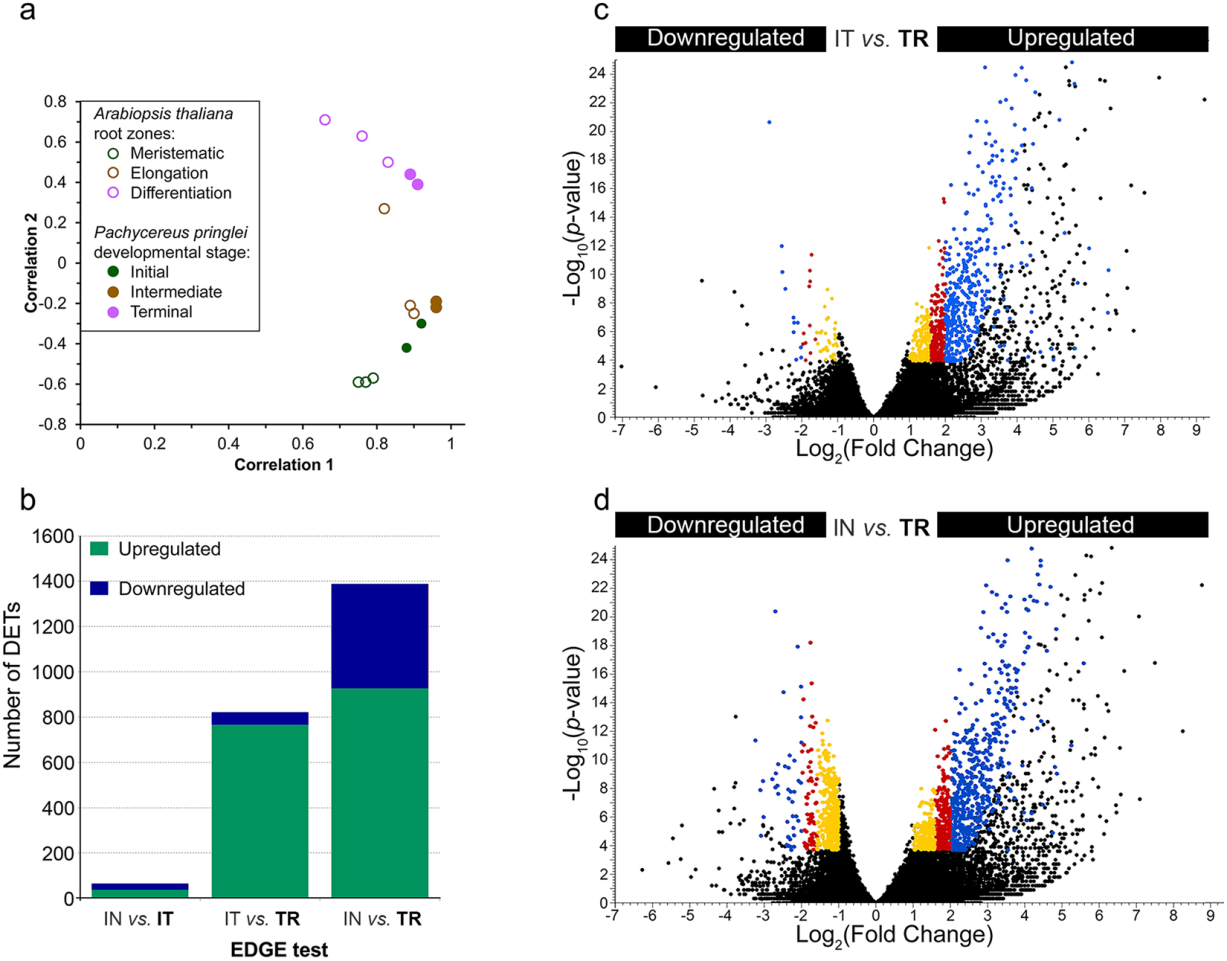
Characterization of the *Pachycereus pringlei* transcriptome. (**a**) Principal component analysis of *P*. *pringlei* developmental stages and *Arabidopsis* root zones and (**b**–**d**) the empirical detection of gene expression shows that the transcriptional state of the *P*. *pringlei* root tip changes during development. Only 66 differentially expressed transcripts (DETs) were identified in the comparison of the Initial *vs* Intermediate developmental stages (**b**), while 873 and 1,388 DETs were identified between the Intermediate *vs* Terminal (**b**,**c**), and Initial *vs* Terminal (**b**,**d**) stages. Colors in c and d correspond to the fold change (FC): blue, FC > 4; red, 3 < FC < 4; yellow, 2 < FC < 3. In all cases, the FDR *p*-value was ≤0.005. IN: Initial stage; IT: Intermediate stage; TR: Terminal stage. Upregulated and downregulated refer to the expression level at the developmental stage shown in bold.

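In the main fit, 68 of the 102 DETs between the intermediate and terminal stages and 30.8% of the 660 DETs between the initial and terminal stages had a fold change of 4 or more. The median log2 fold change of the upregulated and downregulated DETs was 2.48 and -1.71 between the intermediate and terminal stages, and 1.98 and -1.31 between the initial and terminal stages. The largest rise between the initial and terminal stages was that of P_pringlei_Contig_0044157, a transcript of 453 nt without annotation, from 4.50 ± 4.53 to 267.43 ± 12.59 RPKM (SD, n = 2), with a log2 fold change of 5.77 (standard error 0.62, FDR = 0.0030 from edgeR's quasi-likelihood test). It was followed by P_pringlei_Contig_0014208 (uncharacterized protein) with a log2 fold change of 4.83, P_pringlei_Contig_0032530 (not annotated) with 4.42, P_pringlei_Contig_0021642 (hydroxyproline-rich glycoprotein family) with 4.39 and P_pringlei_Contig_0046484 (not annotated) with 4.31. The largest fall was that of P_pringlei_Contig_0013866 (cysteine proteinase COT44-like), from 32.31 ± 0.18 to 3.39 ± 0.56 RPKM (SD, n = 2), with a log2 fold change of -3.27 (standard error 0.22, FDR = 0.0025). Next were 2 transcripts annotated as protein trichome birefringence-like 42, P_pringlei_Contig_0029151 and P_pringlei_Contig_0017952, with log2 fold changes of -3.03 and -2.79, P_pringlei_Contig_0047228 (YLS7-like) with -2.72, and P_pringlei_Contig_0026769 (not annotated) with -2.69. All 10 remained DETs under edgeR's exact test, DESeq2, library size alone and the replicate block, and none of them did when only the 2 stages compared entered the fit.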

To compare the transcriptional states of the *P*. *pringlei* root apex with those of *Arabidopsis*, the raw RNA-seq reads from the meristematic, elongation, and differentiation root zones of *Arabidopsis*^35^ were used. A PCA was performed on the *Arabidopsis* data and the results were visualized on the same plot as the *P*. *pringlei* data (Fig. 3a). The transcriptomes from the *P*. *pringlei* intermediate and terminal developmental stages were found to group with the transcriptomes of the *Arabidopsis* elongation and differentiation root zones, respectively. The initial stage transcriptome was positioned between those of the meristematic and elongation root zones, probably because the *P*. *pringlei* root apex in this stage includes cells from both the meristematic and elongation zones. The PCA results also suggest that the differentiated cells of the *P*. *pringlei* root apex are functional after RAM exhaustion, and that they could perform the typical functions of cells from the differentiation zone of other angiosperm roots. This observation is in congruence with our previous results, which indicated that RAM exhaustion in *S*. *gummosus* and *P*. *pringlei* does not involve programmed cell death^36^. The slight shift of the transcriptome from the *P*. *pringlei* terminal stage towards those of the *P*. *pringlei* intermediate stage and *Arabidopsis* elongation zone suggests that the *P*. *pringlei* root apex cells retain some expression programs from their previous, less differentiated state; however, this needs to be further explored. Together, these results indicate that cell differentiation along the primary root axis occurs at two different regions during *P*. *pringlei* primary root development: distal from the RAM, as in other angiosperms, but also at the very root apex as the RAM becomes exhausted.

### Differential gene expression

An extraction of differential gene expression (EDGE) test was performed to identify differentially expressed transcripts (DETs) in the root apex across developmental stages^37^. Transcripts were considered to be DETs when they met these criteria: fold change ≥2, FDR *p*-value≤ 0.005, and RPKM average value >3 at each of the developmental stages under comparison. 

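Of the 37266 transcripts tested, 2190 had a log2 fold change of at least 1 in size between the initial and intermediate stages, 7097 between the intermediate and terminal stages, and 9652 between the initial and terminal stages. With the RPKM criterion added, 117 of them rose and 120 fell from the initial to the intermediate stage, 1883 rose and 407 fell from the intermediate to the terminal stage, and 2008 rose and 1174 fell from the initial to the terminal stage. The lowest FDR that any transcript reached was 0.586 in the comparison of the initial and intermediate stages, 0.0029 for the intermediate and terminal stages and 0.0025 for the initial and terminal stages. In this fit, the threshold of 0.005 thus lies close to the smallest FDR reached. The number of transcripts with a mean RPKM above 3 at both the initial and terminal stages was 19208, and 17529 had an RPKM of at least 3 in all 6 samples, the form in which the methods state the criterion. With that form, 614 DETs were found between the initial and terminal stages in place of 660, whereas leaving out the criterion gave 1152.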

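No transcript met the criteria in the comparison of the initial and intermediate stages in the main fit (lowest FDR 0.586 from edgeR's quasi-likelihood test, 37266 transcripts tested). The most DETs under any alternative that kept all 6 samples came from DESeq2, which gave 14, of which 7 were upregulated and 7 downregulated at the intermediate stage. The paper's EDGE test is an exact test, and edgeR's exact test gave 8 DETs, of which 6 were upregulated and 2 downregulated. The absence of DETs in this fit does not exclude differences between these stages.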

As shown in Fig. 3b, with this stringency level, only 66 DETs were identified when comparing the Initial *vs*. Intermediate stage transcriptomes. By contrast, the numbers of DETs between the Intermediate *vs*. Terminal and Initial *vs*. Terminal stage transcriptomes were 873 and 1,388, respectively (Fig. 3b–d). 

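In the main fit, 102 DETs were found between the intermediate and terminal stages and 660 between the initial and terminal stages. In each of the 660, both Terminal samples lay on the same side of both Initial samples. Of the 102, 88 were also DETs between the initial and terminal stages, all of them in the same direction. The 2 comparisons share the Terminal samples, so this overlap is not independent evidence. The counts depended strongly on the test and its threshold. An FDR threshold of 0.05 raised them most, to 1696 and 2852 DETs, and edgeR's exact test at the threshold of 0.005 gave 1513 and 2585. Scaling by library size alone, without TMM, gave 186 and 1383. The replicates carry the numbers 1 and 2 at each stage in the labels, and a fit with the replicate number as a block (replicate block) gave 563 and 1886 DETs. The pairing is taken from the labels alone. To check it, the deviations of samples with the same number from their stage means were correlated across transcripts, with r = 0.143 for the initial and intermediate stages, 0.124 for the intermediate and terminal stages and 0.270 for the initial and terminal stages, and the same values with a negative sign for samples with different numbers, which the 2 replicates per stage fix.

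**Figure D1:**
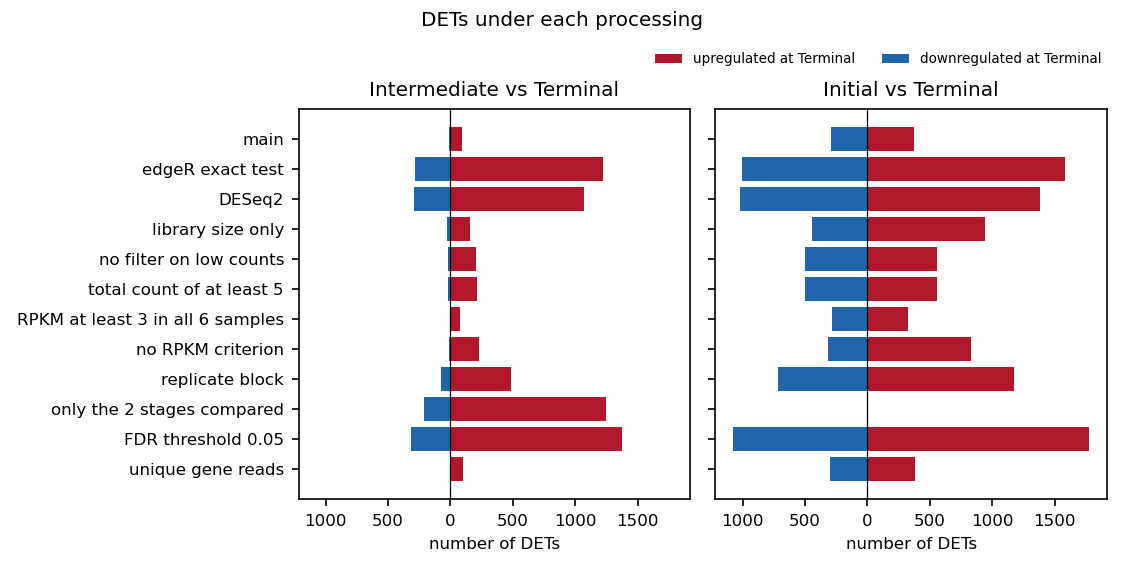
Number of DETs upregulated (red bars, to the right of 0) and downregulated (blue bars, to the left of 0) at the terminal stage, in the comparison with the intermediate stage (left panel) and the initial stage (right panel), in the main fit and under each alternative that kept all replicates. In the main fit the bars reach 94 and 8 DETs on the left panel and 371 and 289 on the right, and with an FDR threshold of 0.05 they reach 1376 and 320, and 1778 and 1074.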

Therefore, the number of DETs increased with the progression of root development. 

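The number of DETs was 0 between the initial and intermediate stages, 102 between the intermediate and terminal stages and 660 between the initial and terminal stages. The order was the same with edgeR's exact test (8, 1513 and 2585), with DESeq2 (14, 1364 and 2410) and with the replicate block (0, 563 and 1886). It was not the same when only the 2 stages compared entered each fit, which gave 0, 1457 and 0 DETs. Of the fits with 1 sample left out, it was the same without Initial replicate 2 (5, 1527 and 2131), but not without Initial replicate 1 (0, 1582 and 937) or Terminal replicate 2 (0, 2 and 0), and the other 3 gave no DETs. In these fits, the number of DETs between the initial and terminal stages thus ranged from 0 to 2131. In the 4 of these fits without DETs, the lowest FDR was between 0.0029 and 0.0088. The fits were therefore also read at an FDR of 0.05, an alternative chosen after seeing the data, where the number ranged from 2254 to 3499 and exceeded that between the intermediate and terminal stages in all 6. Within the library series shared by Intermediate replicate 2 and the Terminal samples, that is, without Intermediate replicate 1, 94 DETs between the intermediate and terminal stages passed an FDR of 0.05, of which 79 were upregulated. In such a fit the intermediate stage has 1 sample, and the spread comes from the other stages. Within the other series, without Intermediate replicate 2, the initial and intermediate stages cannot show whether the series matters. The main fit with both Intermediate replicates already gave 0 DETs between them. From the rise across the comparisons, the paper concludes that the number of DETs increased as root development progressed.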

Since very few DETs were detected between the initial and intermediate stages, only the last two comparisons are shown in Fig. 3c,d. For both the Intermediate *vs*. Terminal and Initial *vs*. Terminal comparisons, the number of upregulated transcripts at the terminal stage was higher than the number of downregulated transcripts, with approximately 14 times and 2 times more upregulated transcripts, respectively (Fig. 3b). 

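Between the intermediate and terminal stages, 94 DETs were upregulated and 8 downregulated at the terminal stage, a ratio of 11.75. Between the initial and terminal stages, 371 were upregulated and 289 downregulated, a ratio of 1.28. Upregulated DETs were more numerous in both comparisons under every alternative that left out no replicate and gave DETs. The ratio between the intermediate and terminal stages was lowest with DESeq2 (1070 upregulated and 294 downregulated, ratio 3.64) and highest without the RPKM criterion (10 downregulated, ratio 22.7).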

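In the transition from the intermediate to the terminal stage, 94 transcripts were upregulated with a median log2 fold change of 2.48, and 8 were downregulated with a median of -1.71 (main fit, FDR of at most 0.005). The same direction was seen without regard to the FDR, where 1883 transcripts that met the RPKM criterion had a log2 fold change of at least 1 and 407 had one of -1 or less. edgeR's exact test found 1225 upregulated and 288 downregulated DETs, more of both but with a smaller ratio of 4.25. The paper reasons from the excess of upregulated transcripts that many genes are upregulated, and far fewer downregulated, as a population of mainly elongating cells becomes differentiated.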

Hence, during the transition from a population of mainly elongating to differentiated cells, many genes are upregulated, while downregulation of expression is observed in far fewer genes. It is generally assumed that in fully differentiated cells, more genes are upregulated in comparison to undifferentiated or partially differentiated cells. This assumption is supported by data retrieved from Huang and Schiefelbein^35^ (see Supplementary Table S1). 

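Among the 660 DETs between the initial and terminal stages, 371 were upregulated and 289 downregulated at the terminal stage, that is, 1.28 upregulated for each downregulated DET. The upregulated DETs changed more, with a median log2 fold change of 1.98 against -1.31 for the downregulated DETs. Among the alternatives that kept all samples, the RPKM criterion had the largest effect on the ratio, which was 2.62 without it (834 upregulated and 318 downregulated). Transcripts under 3 RPKM at the initial stage cannot be DETs however far they rise. With single samples left out and an FDR threshold of 0.05, the direction of the surplus depended on Terminal replicate 2. The ratio was 1.58 with edgeR's exact test and 2.12 with scaling by library size alone.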

Surprisingly, among the DETs between the initial and terminal developmental stages, the number of upregulated genes was only twice that of downregulated genes.

A hypergeometric test^38^ based on the gene ontology (GO) biological process annotation was performed for the DETs. The results, shown in Fig. 4a, suggest that as the root apex cells transition from meristematic to fully differentiated cell states, processes such as protein synthesis and folding, DNA methylation, nucleosome assembly, and ribosome biogenesis are downregulated. 

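GO biological process terms were tested with a one-sided hypergeometric test among the 289 downregulated and the 371 upregulated DETs against the 37266 transcripts tested, for 1377 terms with at least 3 transcripts and with Benjamini-Hochberg adjustment over all terms and both directions. Of the downregulated DETs, 31 were annotated with translation, out of 301 transcripts tested with that term (FDR = 5.4e-22), 11 with nucleosome assembly out of 52 (FDR = 3.2e-10) and 5 with protein refolding out of 11 (FDR = 1.1e-05). Another 11 were annotated with protein folding out of 190 (FDR = 2.2e-04) and 11 with response to salt stress out of 324 (FDR = 0.024). Ribosome biogenesis held 2 downregulated DETs out of 30 transcripts (FDR = 1), with a median log2 fold change of -0.74 over the term. Regulation of DNA methylation held none out of 4 (median log2 fold change -0.95), and DNA methylation, a term looked up after the first GO output had been seen, none out of 17 (median -0.33). The DETs of edgeR's exact test changed the result most, with 48 overrepresented terms in place of 7, among them translation with 94 DETs, while ribosome biogenesis reached an FDR of 0.060 with 5 DETs. The fit with the replicate block gave 33 terms, and ribosome biogenesis had an FDR of 0.024 there. From the categories overrepresented among the downregulated DETs, the paper proposes that protein synthesis and folding, DNA methylation, nucleosome assembly and ribosome biogenesis are reduced as cells pass from the meristematic to the differentiated state.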

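Among the 371 DETs upregulated at the terminal stage, 2 GO biological process terms passed an FDR of 0.05, carbohydrate metabolic process with 12 of 266 transcripts (FDR = 0.0093) and response to stimulus with 7 of 103 (FDR = 0.031). Autophagy held 2 upregulated DETs out of 18 transcripts (FDR = 1), with a median log2 fold change of 0.84 over the term. Catabolism of L-phenylalanine, an aromatic amino acid, held none out of 7, although the median log2 fold change was 1.32, and the aromatic amino acid family term held 1 out of 8. Amino acid transport held none out of 13 and glycerol ether metabolism none out of 32. Response to oxidative stress held 1 upregulated and 1 downregulated DET out of 180, and response to water deprivation 1 upregulated and 3 downregulated out of 140. With the larger DET list of edgeR's exact test, 25 terms were overrepresented among the upregulated DETs, including L-phenylalanine catabolism with 6 DETs (FDR = 1.5e-05), raffinose catabolism with 4 (FDR = 0.0022) and autophagy with 6 (FDR = 0.0083).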

By contrast, overrepresented GO subcategories at the terminal developmental stage include amino acid transport; metabolism of aromatic compounds and glycerol ether; autophagy; and stress responses. Furthermore, the DETs were grouped according to their RPKM values using the *k*-mean clustering method^39^. 

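The 674 transcripts that were DETs in at least 1 comparison were sorted by the stage with the highest and the lowest mean RPKM (n = 2 per stage), without clustering. Of these, 384 (57.0%) were highest at the terminal stage, 290 (43.0%) were lowest at the terminal stage, and 17 (2.5%) were highest at the intermediate stage, all 17 of them also lowest at the terminal stage. A steady rise over the 3 stages was found for 337 DETs and a steady fall for 273. With the 2920 DETs of edgeR's exact test, an alternative chosen after seeing the data, the shares were 63.7%, 35.9% and 6.5%.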

A total of 27 clusters were obtained, which can be grouped into three main expression profiles as shown in Fig. 4b–f: transcripts upregulated at the terminal developmental stage (Fig. 4b–c); transcripts downregulated at the terminal stage (Fig. 4d–e); and one cluster of transcripts upregulated at the intermediate developmental stage (Fig. 4f; the complete set of clusters is depicted in Supplementary Fig. S4). Clustering analysis is useful to identify sets of genes that could be involved in the same biological process, or influenced by the same transcriptional regulator. Remarkably, several transcripts predicted to encode 60 S or 40 S ribosomal proteins were grouped in the same cluster and were downregulated as root development progressed and the root apex cells differentiated. 

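The annotation names 252 transcripts as 40S or 60S ribosomal proteins, of which 246 were tested. Of these, 230 had a negative log2 fold change from the initial to the terminal stage, with a median of -0.98, and 34 were downregulated DETs while none was upregulated (one-sided Fisher's exact test among all transcripts tested, adjusted p = 9.7e-31 over 14 families and both directions). Their summed mean RPKM fell from 97327 at the initial stage to 74298 at the intermediate and 48961 at the terminal stage. The most abundant, P_pringlei_Contig_0024542 (40S ribosomal protein S12-like), had 1788.45 ± 252.94, 1040.00 ± 177.05 and 748.79 ± 49.65 RPKM at the 3 stages (SD, n = 2) and a log2 fold change of -1.27 (standard error 0.19, FDR = 0.0053 from edgeR's quasi-likelihood test, and 0.0033 with the replicate block). With each sample left out in turn, its log2 fold change stayed between -1.46 and -1.09. Most ribosomal protein transcripts fell by about 2-fold, close to the fold-change criterion. Others, such as P_pringlei_Contig_0024542, were past that criterion and missed only the FDR threshold. The number called depended on the test. With edgeR's exact test, an alternative chosen for the families after seeing the data, 103 were downregulated DETs and 1 was upregulated.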

Among the transcripts downregulated at the terminal developmental stage, those encoding putative histones, histone deacetylases, some peroxidases, and gibberellin-regulated proteins (for example, *GASA1* and *GASA4/6* putative orthologues) were retrieved. 

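Among 32 histone transcripts tested, 30 had a negative log2 fold change (median -0.96), 5 were downregulated DETs and 1 was upregulated (adjusted p = 4.3e-05 from Fisher's exact test for downregulation). The most abundant, P_pringlei_Contig_0021150 (histone H4), had 966.33 ± 92.93 RPKM at the initial and 536.49 ± 8.50 at the terminal stage (SD, n = 2), with a log2 fold change of -0.88 (standard error 0.20, FDR = 0.018). Of 17 histone deacetylase transcripts tested, 3 were downregulated DETs (adjusted p = 0.0012), with P_pringlei_Contig_0016982 (HDT1-like) at 235.29 ± 41.09 and 108.51 ± 12.32 RPKM and a log2 fold change of -1.13 (standard error 0.15, FDR = 0.0043). Peroxidases went both ways: among 93 tested, 7 were downregulated DETs and none was upregulated (adjusted p = 5.9e-05), but the median log2 fold change was 0.82 and 33 rose against 16 that fell at an FDR of 0.05. The most abundant of them, P_pringlei_Contig_0016052 (peroxidase 72-like), had 3067.77 ± 263.72 and 1459.01 ± 102.37 RPKM and a log2 fold change of -1.10 (standard error 0.21, FDR = 0.011). Of 13 gibberellin-regulated protein transcripts, 10 had a negative log2 fold change and 5 were downregulated DETs (adjusted p = 4.6e-07), whereas the most abundant, P_pringlei_Contig_0024288 (gibberellin-regulated protein 1-like), had a log2 fold change of 0.16 (standard error 0.32, FDR = 0.76), smaller than its standard error. Among these families, the peroxidases moved most under edgeR's exact test, an alternative chosen after seeing the data, with 12 downregulated and 13 upregulated DETs.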

Among the transcripts upregulated at the terminal developmental stage, there was an overrepresentation of abscisic acid induced transcripts, encoding members of the abscisic stress ripening protein family and abscisic acid receptors. 

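All 12 transcripts annotated as abscisic stress-ripening proteins had a positive log2 fold change from the initial to the terminal stage (median 2.24), 9 of them at an FDR of 0.05, and their summed mean RPKM rose from 1245 to 1700 and 3551 over the 3 stages. Only 1 was a DET by all criteria (adjusted p = 0.29 from Fisher's exact test). The most abundant, P_pringlei_Contig_0036929 (abscisic stress-ripening protein 1-like), went from 735.17 ± 136.85 to 901.94 ± 24.79 RPKM (SD, n = 2), a log2 fold change of 0.25 (standard error 0.22, FDR = 0.45). Of 16 abscisic acid receptor transcripts tested, 14 had a positive log2 fold change (median 0.91) and 2 were upregulated DETs (adjusted p = 0.034). The family tests compare with all transcripts tested, of which only 19208 met the RPKM criterion that a DET needs. They therefore favour expressed families and were not repeated among those 19208, where an adjusted p as close to 0.05 as that of the receptors may not hold. The most abundant receptor transcript, P_pringlei_Contig_0018843 (PYL4-like), rose from 25.73 ± 4.91 to 57.11 ± 0.42 RPKM, with a log2 fold change of 1.11 (standard error 0.22, FDR = 0.012), and was not a DET in the main fit. It was a DET with the replicate block (FDR = 0.0045), library size alone (FDR = 0.0037), DESeq2 (FDR = 3.7e-04) and edgeR's exact test (FDR = 4.3e-04). By the exact test of edgeR, chosen for the families after seeing the data, 5 abscisic stress-ripening and 5 receptor transcripts were upregulated DETs.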

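The GO term response to abscisic acid stimulus held 3 upregulated and 1 downregulated DET out of 170 transcripts (FDR = 1, median log2 fold change 0.18), and response to water deprivation 1 upregulated and 3 downregulated out of 140 (FDR = 1, median -0.02). The DETs of edgeR's exact test raised the former to 15 upregulated and 5 downregulated (FDR = 0.17). The paper's argument rests on the abscisic stress-ripening proteins and the receptors: since these transcripts rose in roots grown in Petri dishes without water deficit, the paper proposes that programs to cope with drought are induced in differentiated root cells in any growth condition.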

This result suggests that the genetic programs to cope with drought stress are induced in the differentiated cells of the Cactaceae root in any growth condition, as the plants used for the transcriptome analyses were cultivated in Petri dishes and did not experience water deficit. Other DETs upregulated in the terminal developmental stage included transcripts encoding glutathione transferases; proline-rich cell wall proteins; ethylene-responsive, NAC-domain, and WRKY transcription factors; and proteins involved in auxin-related processes, such as ARFs and SAURs.

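Transcripts of NAC-domain and WRKY transcription factors were overrepresented among the upregulated DETs, with 5 DETs out of 51 tested NAC transcripts (adjusted p = 8.6e-04 from Fisher's exact test) and 5 out of 56 WRKY transcripts (adjusted p = 0.0011). With 3 of 23 auxin response factors (ARFs), the excess had an adjusted p of 0.0052. These tests too compare with all transcripts tested, including those that do not meet the RPKM criterion. The median log2 fold change was 1.13 for NAC, 1.11 for WRKY and 0.37 for ARF transcripts, and no transcript of these families was a downregulated DET. Ethylene-responsive transcription factors had 1 upregulated DET out of 50 (adjusted p = 0.84), glutathione transferases 1 out of 54 (adjusted p = 0.84) and proline-rich cell wall proteins 2 out of 40 (adjusted p = 0.17). The proline-rich cell wall proteins had a high median log2 fold change of 1.86, with 29 of 40 rising and none falling at an FDR of 0.05. Of 33 SAUR transcripts tested, none was a DET, 24 had a negative log2 fold change (median -1.03), and 5 rose and 12 fell at an FDR of 0.05. With edgeR's exact test, 3 SAUR transcripts were upregulated and 6 downregulated DETs, and the summed RPKM of the family was 285.06 at the initial and 364.30 at the terminal stage. Among the most abundant transcript of each family, P_pringlei_Contig_0014777 (NAC 78-like) rose from 50.60 ± 2.87 to 96.73 ± 4.81 RPKM (SD, n = 2; log2 fold change 0.92, standard error 0.16, FDR = 0.0085). For the SAUR family, P_pringlei_Contig_0012597 (SAUR family protein) rose from 28.28 ± 9.78 to 102.10 ± 30.68 RPKM (log2 fold change 1.81, standard error 0.35, FDR = 0.011). P_pringlei_Contig_0015039 (WRKY 11-like) had a log2 fold change of 0.90 (FDR = 0.030), P_pringlei_Contig_0006931 (RAP2-12-like) of 1.09 (FDR = 0.012), P_pringlei_Contig_0013358 (glutathione S-transferase U17-like) of -0.20 (FDR = 0.54) and P_pringlei_Contig_0002354 (ARF18-like) of -0.48 (FDR = 0.049). For P_pringlei_Contig_0030004 (repetitive proline-rich cell wall protein 1), with a log2 fold change of 2.19 (FDR = 0.035), only 56.8% of the reads were placed uniquely, so its value is uncertain because reads are shared with similar contigs. With the replicate block, the NAC 78-like, SAUR and repetitive proline-rich transcripts named had an FDR of 0.0043, 0.0029 and 0.0039. The number of proline-rich DETs changed most with the test: edgeR's exact test, chosen here after seeing the data, called 25 of them upregulated.

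**Figure D2:**
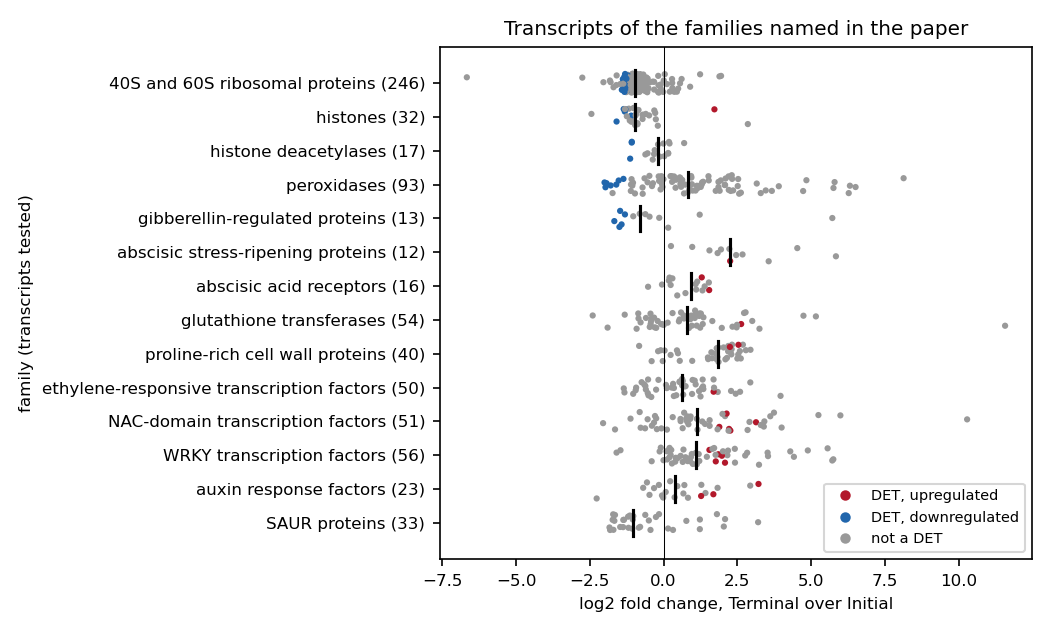
Log2 fold change from the initial to the terminal stage (horizontal axis) of every tested transcript of the 14 families named in the paper (rows, with the number tested), each point 1 transcript, red for upregulated DETs, blue for downregulated DETs and grey for the others, with the median of the family as a black line. Ribosomal proteins, histones, gibberellin-regulated proteins and SAURs have medians between -1.03 and -0.81, and abscisic stress-ripening and proline-rich proteins have the highest medians, 2.24 and 1.86.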

**Figure 4:**
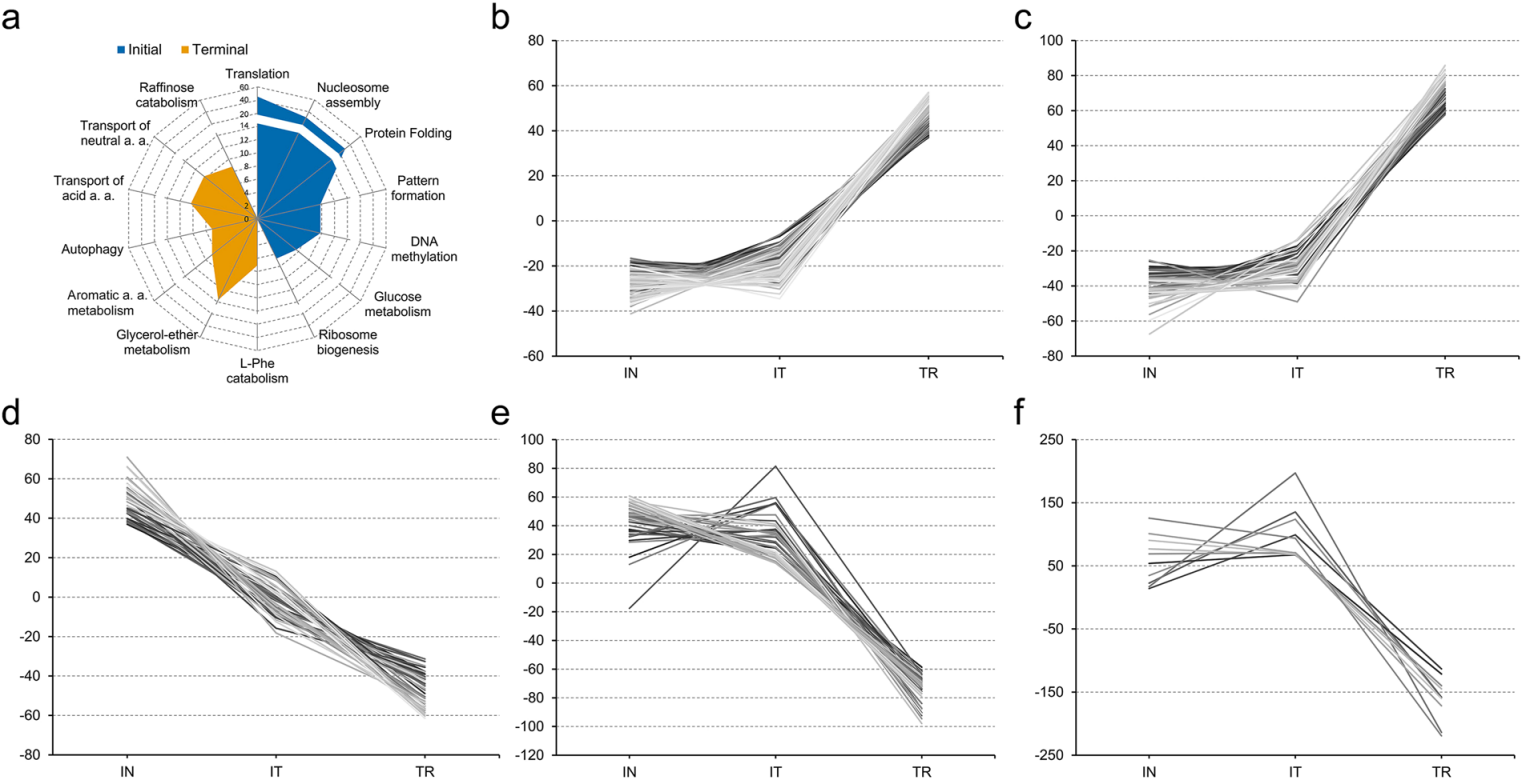
Expression profiles of the differentially expressed transcripts in the *Pachycereus pringlei* root apex. (**a**) BLAST2GO biological processes overrepresented in the Initial and Terminal developmental stages of the primary root apex of *P*. *pringlei*. Axis: -log_10_(*p*-val) of the enrichment test. (**b**–**f**) Representative expression profiles. Some of the functionally related transcripts from distinct GO categories could be grouped within a number of expression profiles. For example, several transcripts from the autophagy or amino acid transport GO categories, among others, are included in (**b**); the amino acid metabolism, amino acid transport, and glycerol-ether metabolism categories are included in (**c**); nucleosome assembly, translation, and regulation of DNA methylation, are included in (**d**); protein folding, protein deubiquitylation, and rRNA processing, are included in (**e**); some transcripts from the translation, and response to oxidative stress categories are included in (**f**). (**b**–**f**): Numbers on the y-axes correspond to the normalized and centered RPKM values for the Initial (IN), intermediate (IT), and Terminal (TR) growth stages.

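Of the 660 DETs between the initial and terminal stages, 23 had neither a name nor an InterProScan match nor a GO term, which is 3.48% (Wilson 95% interval 2.33 to 5.17%). Without regard to names, 75 DETs (11.36%, interval 9.16 to 14.01%) had no InterProScan match and no GO term. Transcripts without any annotation made up 29.8% of the assembly. They were rarer among the DETs than among the other transcripts tested (odds ratio 0.125, p = 9.0e-43 from Fisher's exact test) and than among the other transcripts with a mean RPKM above 3 at both stages (odds ratio 0.327, p = 7.8e-10). Leaving out the RPKM criterion gave the highest share, 6.08%, and edgeR's exact test gave 5.61%. From the DETs that could not be annotated, the paper proposes that some are lineage-specific transcripts.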

Remarkably, 17.4% (244) of the DETs could not be annotated and may represent lineage-specific transcripts. Moreover, a significant number of the DETs with a higher abundance in the terminal stage were annotated as uncharacterized proteins (7%) or hypothetical proteins (~2%), with significant hits in a variety of species, including *Populus trichocarpa* and *Phaseolus vulgaris*.

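Of the 371 DETs upregulated at the terminal stage, 36 were named as uncharacterized proteins (9.70%, Wilson 95% interval 7.09 to 13.14%) and 13 as hypothetical proteins (3.50%, interval 2.06 to 5.90%). Among the DETs downregulated at the terminal stage, 10 of 289 were named as uncharacterized proteins (3.46%, interval 1.89 to 6.25%), and the intervals of the upregulated and downregulated DETs do not overlap. Among all transcripts with a mean RPKM above 3 at both stages the share was 7.83%. This lies within the interval of the upregulated DETs and above that of the downregulated DETs. For hypothetical proteins the intervals overlap, with 1.38% of the downregulated DETs (interval 0.54 to 3.50%). With edgeR's exact test, 8.66% of the upregulated DETs were uncharacterized and 2.59% hypothetical proteins.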

### Conservation of Cactaceae genes and identification of lineage specific transcripts

To evaluate the conservation of genes in the Cactaceae, we used the previously reported transcriptome of *L*. *williamsii*^26^. The *L*. *williamsii* shoot + root transcriptome consists of 40,436 unigenes ranging in length from 200 to 4,170 nt, which were compared with the *P*. *pringlei* root tip transcriptome (Supplementary Table S2, Supplementary Fig. S5). A high degree of conservation was revealed among the nucleotide sequences of both *de novo* assembled transcriptomes (Supplementary Table S3), with a median E-value of 2.25 × 10^-118^. Multiple hits from *L*. *williamsii* were retrieved for most *P*. *pringlei* query sequences, as the *P*. *pringlei* contigs were significantly longer (Supplementary Fig. S5; Supplementary Tables S2 and S3).

Next, to explore whether some of the 244 unannotated *P*. *pringlei* DETs in the Initial *vs* Terminal comparison could represent Cactaceae-specific transcripts, we performed a BLASTn search of these DETs against the *L*. *williamsii* unigenes, revealing significant hits for 53% (130) of them. Furthermore, significant hits for some of the unannotated DETs were also identified in the shoot cambial zone transcriptomes of other Cactaceae species, namely, *Ariocarpus retusus*, *Echinocactus platyacanthus*, *Ferocactus pilosus*, and *Pereskia lychnidiflora* (E. Petrone and T. Terrazas, pers. comm.). Of the DETs that could not be annotated, 163 (66%) contain ORFs encoding putative peptides longer than 50 aa. Of these, 10, 45, and 108 putative peptides were predicted to be >200 aa, 100–200 aa, and 50–100 aa long, respectively (Supplementary Fig. S6). These results strongly suggest the existence of lineage-specific transcripts and their possible involvement in the regulation of RAM exhaustion and determinate root growth in Cactaceae. This assumption requires further exploration as it could lead to the identification of novel root development regulatory molecules, opening up new opportunities for evo-devo research.

### RT-qPCR validation of expression profiles

In our previous work, several DETs downregulated at the terminal growth stage in *S*. *gummosus* primary root apices were identified by suppression subtractive hybridization^10^ and confirmed using RT-qPCR. We therefore used RT-qPCR to measure the relative expression of putative orthologues of these DETs in *P*. *pringlei* root tips. First, a set of candidate reference genes was selected by identifying the putative *P*. *pringlei* orthologues of the *Arabidopsis* superior reference genes^40^. 

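The contigs that the authors chose as reference genes are not identified in the files analysed here, and the values given are for the transcripts that carry the same annotation. The most abundant transcript annotated as YLS8, P_pringlei_Contig_0017282, had 148.09 ± 2.98, 156.00 ± 0.45 and 179.86 ± 5.58 RPKM at the initial, intermediate and terminal stages (SD, n = 2). Its coefficient of variation over the 6 samples was 9.3%, and 9.4% of the 1268 transcripts with a mean RPKM within 2-fold of it varied less.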

The list was reduced by selecting the *P*. *pringlei* transcripts with the lowest RPKM variation in the root apex at the initial, intermediate, and terminal stages of primary root development (see Supplementary Table S4, Supplementary Fig. S7). 

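For YLS8 (P_pringlei_Contig_0017282), the log2 fold change from the initial to the terminal stage was 0.25 (standard error 0.16, FDR = 0.30 from edgeR's quasi-likelihood test), between 0.11 and 0.34 with each sample left out in turn. The other transcript annotated as YLS8, P_pringlei_Contig_0030952, rose from 9.55 ± 0.10 to 17.83 ± 1.99 RPKM (log2 fold change 0.87, FDR = 0.025). The annotation names 8 transcripts as elongation factor 1-alpha. The most abundant, P_pringlei_Contig_0024653, had 1032.40 ± 159.00, 1063.55 ± 138.41 and 528.90 ± 22.44 RPKM at the 3 stages (SD, n = 2), a coefficient of variation of 32.5% over the 6 samples and a log2 fold change of -0.98 (standard error 0.17, FDR = 0.0080). Another of them, P_pringlei_Contig_0006759, had a coefficient of variation of 6.0% and a log2 fold change of 0.08 (FDR = 0.75). Of the 7 tested, 6 had a negative log2 fold change, 4 of them at an FDR of 0.05 in the main fit and all 6 with the replicate block. No transcript could be assigned to *PpUBC9* from its annotation.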

*PpEF1α*, *PpUBC9*, and *PpYLS8*, were selected as internal references. 

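For each of these genes, the most abundant transcript with the matching annotation was taken, since the contigs behind the RT-qPCR assays are not identified in the files analysed here. For *PpTFB4*, P_pringlei_Contig_0018314 (general transcription factor IIH subunit 3) fell from 19.77 ± 4.13 to 12.94 ± 0.02 RPKM (SD, n = 2; log2 fold change -0.62, standard error 0.19, FDR = 0.046 from edgeR's quasi-likelihood test). For *PpHD2C*, P_pringlei_Contig_0016982 (histone deacetylase HDT1-like) had a log2 fold change of -1.13 (FDR = 0.0043), and all 3 transcripts with this annotation fell, 2 of them as DETs. For *PpXPL*, P_pringlei_Contig_0003677 (phosphoethanolamine N-methyltransferase 1-like) fell from 505.06 ± 24.89 to 374.38 ± 11.76 and 152.87 ± 0.14 RPKM over the 3 stages (log2 fold change -1.75, standard error 0.17, FDR = 0.0028). No transcript is named fibrillarin in the annotation. For *PpGASA*, P_pringlei_Contig_0024288 (gibberellin-regulated protein 1-like) had 587.99 ± 167.53 RPKM at the initial and 673.49 ± 188.29 at the terminal stage (log2 fold change 0.16, standard error 0.32, FDR = 0.76), while 10 of the 13 transcripts with this annotation had a negative log2 fold change and 5 were downregulated DETs. In the fits that each left out one sample, the log2 fold change of the *PpXPL* transcript stayed between -1.86 and -1.63, and that of the *PpGASA* transcript varied most, between -0.28 and 0.58. The paper compares the same genes by RT-qPCR and takes both measurements as evidence for downregulation at the terminal stage.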

The expression patterns of *PpTFB4*, *PpHD2C*, *PpXPL*, *PpFIBR*, *PpGASA*, were evaluated and the downregulation in the *P*. *pringlei* root apex at the terminal stage was confirmed by transcriptome and RT-qPCR analyses (Fig. 5, Supplementary Fig. S8). This suggests that the mechanisms of determinate root growth are conserved at least within the Pachycereeae tribe of the subfamily Cactoideae. 

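For *PpGH3*, P_pringlei_Contig_0004740 (probable indole-3-acetic acid-amido synthetase) had 65.85 ± 4.51, 77.79 ± 5.92 and 124.98 ± 24.86 RPKM at the initial, intermediate and terminal stages (SD, n = 2), a log2 fold change of 0.90 from the initial to the terminal stage (standard error 0.23, FDR = 0.027 from edgeR's quasi-likelihood test). All 6 transcripts annotated as such synthetases rose, each at an FDR of 0.05, and 1 was a DET. For *PpbZIP9*, P_pringlei_Contig_0009988 (basic leucine zipper 9-like) rose from 57.71 ± 20.47 to 79.00 ± 0.87 and 196.72 ± 16.89 RPKM (log2 fold change 1.71, standard error 0.31, FDR = 0.0086), above the threshold of 0.005 in the main fit. It was a DET with the replicate block (FDR = 0.0021), library size alone (FDR = 0.0027), DESeq2 (FDR = 3.7e-06) and edgeR's exact test (FDR = 2.4e-05). Leaving out single samples moved its log2 fold change between 1.31 and 2.24. No transcript could be assigned to *PpIAA14* or *PpSUR1* from its annotation.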

Furthermore, RT-qPCR analysis confirmed the trend in expression level throughout root development of seven more genes, including the three selected reference genes; *PpGH3*, a stably expressed transcript across root development; as well as, *PpIAA14*, downregulated at the terminal developmental stage; *PpbZIP9*, and *PpSUR1* upregulated at the terminal developmental stage. With the exception of *PpHD2A*, the expression profiles of 12 of the 13 tested genes were qualitatively reproduced using RT-qPCR, therefore validating the reliability of the *P*. *pringlei* RNA-seq (Fig. 5, Supplementary Fig. S8).

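By RNA-seq, 2 of the 8 transcripts taken for the genes that were measured by RT-qPCR were DETs between the initial and terminal stages in the main fit, those for *PpXPL* and for the HD2-type histone deacetylases. By the FDR threshold of 0.005 alone, 4 passed with edgeR's exact test and with DESeq2, and 3 with the replicate block. None passed when only the 2 stages compared entered the fit. Of those that passed with the exact test, the *PpEF1α* transcript missed the fold-change criterion (log2 fold change -0.98 in the main fit). *PpHD2A* and *PpHD2C* cannot be told apart by the annotation, and the 3 HDT1-like transcripts had log2 fold changes between -1.13 and -0.54. The number of DETs does not measure the match of profiles, since the 8 include 2 reference genes and *PpGH3*, which the paper describes as stable. At an FDR of 0.05, the transcripts for *PpTFB4*, *PpHD2C*, *PpXPL* and *PpbZIP9* changed in the direction the paper gives. That for *PpGASA* did not (log2 fold change 0.16), and those for *PpEF1α* (-0.98) and *PpGH3* (0.90) were less stable than that for *PpYLS8* (0.25). The paper takes the match between the RNA-seq and RT-qPCR profiles as evidence that the RNA-seq is reliable.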

**Figure 5:**
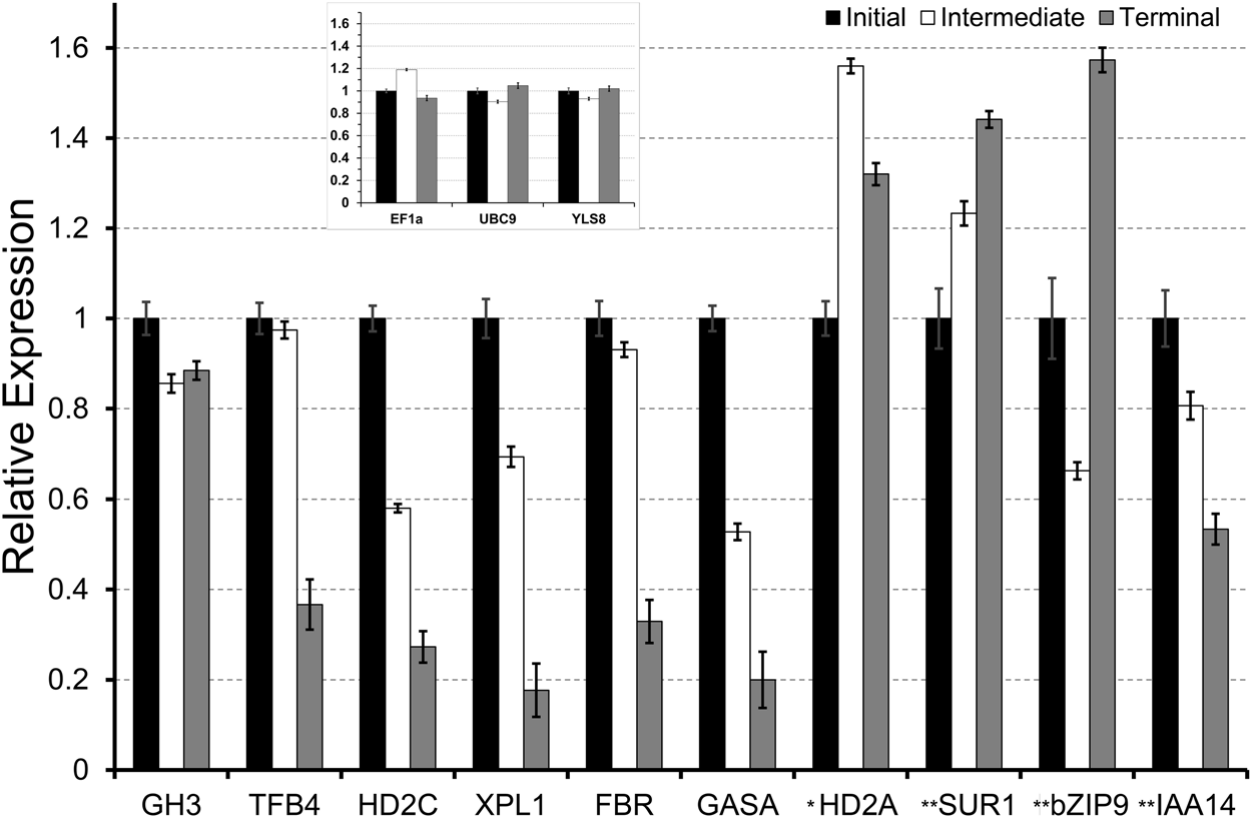
The relative expression levels of selected *Pachycereus pringlei* transcripts quantified using RT-qPCR assays for the primary root apex at the three stages of primary root development. The expression levels were normalized relative to *PpEF1α*, *PpUBC9*, and *PpYLS8*, respectively (inset). ^*^The trend for RPKM values and transcript abundance evaluated by qRT-PCR between initial and terminal development stages was different for this transcript. ^**^Two biological replicates were used for these three genes, and three biological replicates were used for another ten genes.

### Transcriptional regulatory network for the *P*. *pringlei* RAM

Cellular processes, either during development or in response to environmental stimuli, are not controlled by single genes, but by an intricate network connecting multiple elements, including but not limited to transcription factors and their target genes^41^. We therefore generated a transcriptional regulatory network (TRN) by retrieving a set of genes that were reported as important regulators of root development^35,42^. These genes and their first neighbours, together with their interactions, were extracted from the *Arabidopsis* transcriptional regulatory map^43^. The putative *P*. *pringlei* orthologues of these genes were identified by tBLASTn using best bidirectional hit (BBH) analysis. An interaction table for the retrieved orthologous *P*. *pringlei* nodes, and a table of properties for the *P*. *pringlei* nodes were generated based on the interactions of the *Arabidopsis* network (Supplementary Table S5, Supplementary Table S6). The resulting TRN inferred for the *P*. *pringlei* root apex included 81 nodes and 111 edges (see Supplementary Fig. S9). From these, 48 nodes corresponded to *Arabidopsis*-*P*. *pringlei* BBH, while 30 nodes were retrieved as unidirectional hits. No *P*. *pringlei* orthologues were identified for three *Arabidopsis* nodes, *YAB1*, *FEZ*, and *LFY*, probably due to their low or null expression levels in the *P*. *pringlei* root apex. 

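No transcript carries the name of *YAB1* or *LFY* in the annotation. The annotation gives 5 transcripts the name FEZ-like, with mean RPKM over the 6 samples between 0.22 and 2.09, of which 1 also has an InterPro entry. The most abundant, P_pringlei_Contig_0008386, had 2.39 ± 1.13, 2.53 ± 0.07 and 1.36 ± 0.04 RPKM at the 3 stages (SD, n = 2), compared with 0.24 to 0.30 RPKM for 3 reads on a transcript of median length. Its log2 fold change was -0.80 (standard error 0.32, FDR = 0.11 from edgeR's quasi-likelihood test), and between -1.18 and -0.38 with single samples left out. A name from a BLAST hit is not a test of orthology, which the paper assessed by bidirectional hits. The paper gives low or null expression in the root apex as the probable reason for the lack of orthologues.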

The network was divided into the subnetworks shown in Fig. 6, which included orthologues of proteins involved in the three main *Arabidopsis* RAM regulatory pathways. The *PpPLT* subnetwork (Fig. 6a) was represented by *PpPLT1* and *PpBBM*, which were included in a module that also contained their interaction partners, including ARF proteins and histone deacetylases. 

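The transcripts behind the network nodes are not listed in the files analysed here, and those with the matching annotation were used. For the PLT family, P_pringlei_Contig_0003536 (PLT2-like) had 9.81 ± 3.27, 11.04 ± 1.88 and 4.89 ± 0.45 RPKM at the initial, intermediate and terminal stages (SD, n = 2), with a log2 fold change of -1.01 (standard error 0.21, FDR = 0.014 from edgeR's quasi-likelihood test). For *PpBBM*, P_pringlei_Contig_0002613 had 7.32 ± 2.23, 9.77 ± 1.03 and 5.44 ± 2.08 RPKM and a log2 fold change of -0.44 (standard error 0.25, FDR = 0.24), which is within the spread of its replicates. For the interaction partners, P_pringlei_Contig_0000543 (ARF19-like) had a log2 fold change of -0.05 (FDR = 0.84) and P_pringlei_Contig_0016982 (HDT1-like) of -1.13 (FDR = 0.0043). The log2 fold change of the PLT2-like transcript ranged from -1.27 to -0.77, and that of the *PpBBM* transcript from -0.77 to -0.20, across the fits without one sample.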

At the time of the analysis, only these two PLT members were included in the *Arabidopsis* regulatory map. The recent identification of the target genes of distinct PLTs^14^ will provide valuable insight into the intricate regulation of RAM maintenance by these transcription factors, and would allow the inclusion of additional nodes and interactions to the *P*. *pringlei* TRN. The second subnetwork included the GRAS-domain transcription cofactors PpSHR and PpSCR (Fig. 6b), as well as the transcription factor PpJKD. Recent reports show that SHR, SCR, and JKD form a macromolecular complex that regulates the transcription of different genes according to their cellular context^44,45^; therefore, the apparent expression stability of these nodes in the *P*. *pringlei* root apex during root development might be explained by their involvement in developmental processes, such as radial pattern formation^16^, vascular differentiation^46^, and transition from cell division to cell elongation^47^, in addition to their roles in RAM maintenance. 

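The transcript annotated as SHORT-ROOT with the highest RPKM, P_pringlei_Contig_0003271, had 12.16 ± 1.94, 13.92 ± 0.58 and 9.70 ± 1.57 RPKM at the initial, intermediate and terminal stages (SD, n = 2) and a log2 fold change of -0.35 (standard error 0.16, FDR = 0.14 from edgeR's quasi-likelihood test). A further SHORT-ROOT-like transcript, P_pringlei_Contig_0006631, rose from 4.21 ± 0.09 to 8.61 ± 0.06 RPKM (log2 fold change 1.01, standard error 0.19, FDR = 0.0096), and it was an upregulated DET with edgeR's exact test (FDR = 4.6e-04). SCARECROW-like P_pringlei_Contig_0003217 had 12.46 ± 0.54, 19.67 ± 1.83 and 14.98 ± 0.75 RPKM and a log2 fold change of 0.24 (standard error 0.16, FDR = 0.31). JACKDAW-like P_pringlei_Contig_0003299 had 11.66 ± 0.51, 12.07 ± 0.50 and 9.68 ± 0.11 RPKM and a log2 fold change of -0.30 (standard error 0.17, FDR = 0.24). The most abundant SHORT-ROOT, SCARECROW-like and JACKDAW-like transcripts did not differ between the initial and terminal stages at an FDR of 0.05, and none of these 3 was a DET in any alternative fit. Among them, the widest range on leaving out a sample was that of the JACKDAW-like transcript, -0.46 to -0.18. The paper proposes that the apparent stability of these nodes might reflect roles beyond RAM maintenance, such as radial patterning and vascular differentiation.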

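MAGPIE-like P_pringlei_Contig_0004460 had 14.99 ± 2.42, 15.93 ± 1.47 and 10.68 ± 0.72 RPKM at the initial, intermediate and terminal stages (SD, n = 2), with a log2 fold change of -0.50 from the initial to the terminal stage (standard error 0.16, FDR = 0.051 from edgeR's quasi-likelihood test). The retinoblastoma-related transcript P_pringlei_Contig_0001201 had 14.15 ± 0.79, 16.49 ± 0.49 and 15.51 ± 0.22 RPKM and a log2 fold change of 0.11 (standard error 0.15, FDR = 0.63), a change smaller than its standard error. SCARECROW-like protein 3, P_pringlei_Contig_0004825, rose from 7.55 ± 1.41 to 15.18 ± 1.37 RPKM, with a log2 fold change of 0.97 (standard error 0.25, FDR = 0.029, and 0.0047 with the replicate block), and was the one that leaving out a sample moved most, between 0.69 and 1.26.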

The *PpSHR* and *PpSCR* subnetwork also included other interactors, such as *PpMGP*, and *PpRBR* orthologues of *Arabidopsis* genes that have been demonstrated to be important regulators of RAM maintenance^48,49^. The third subnetwork was composed of genes encoding four WOX proteins and their ARF interacting partners (Fig. 6c). 

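The annotation names 8 transcripts as WUSCHEL-related homeobox (WOX) proteins, and their mean RPKM over the 6 samples averaged 2.70. The highest was P_pringlei_Contig_0035071 (WOX13-like), with 7.86 ± 2.07, 6.78 ± 0.68 and 8.59 ± 1.96 RPKM at the initial, intermediate and terminal stages (SD, n = 2), and the lowest had a mean of 0.56 RPKM. A mean under 4 RPKM was found for 6 of the 8. Leaving out Terminal replicate 2 lowered the average over the 8 transcripts most, to 2.45 RPKM, and scaling by TMM factors gave 2.73.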

However, the expression level of the putative *WOX* orthologues was very low, with average expression levels <4 RPKM across the developmental stages of the *P*. *pringlei* root apex. The low RPKM values obtained for *PpWOX* are expected: for example, the *Arabidopsis WOX5* is expressed specifically in the QC cells^21^, while the samples for RNA-seq data presented here included a broader cell population.

**Figure 6:**
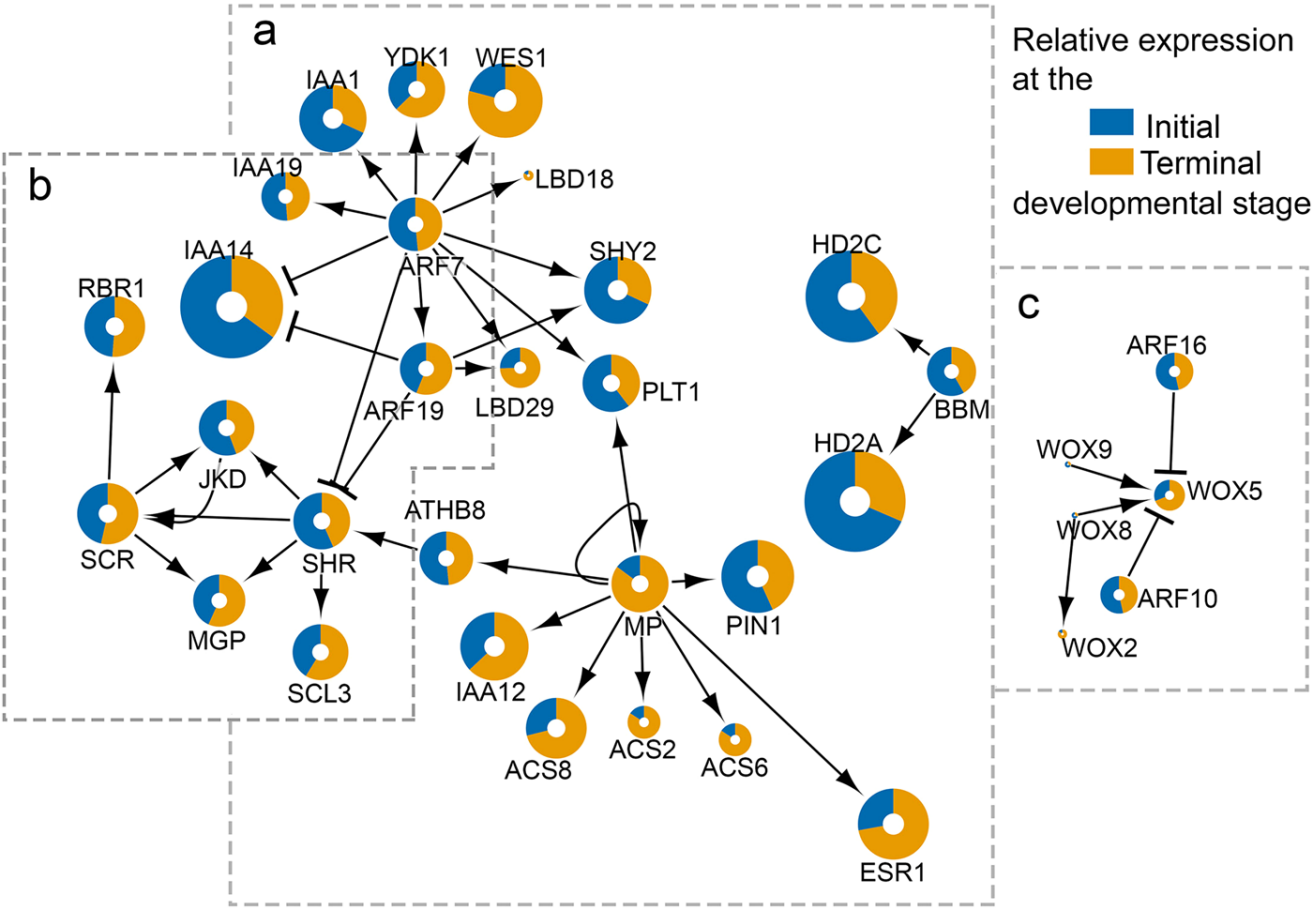
Root development modules of the *Pachycereus pringlei* inferred transcriptional regulatory network. The complete network (Fig. S9) was separated into three distinct modules: (**a**) PpPLT, which includes PpPLT1 and PpBBM as separate clusters; (**b**) PpSHR-PpSCR; and (**c**) PpWOX. Node size represents the average expression level (log_2_(RPKM)) of the contig in the *P*. *pringlei* transcriptome.

In conclusion, our results demonstrate that the transcriptional programs operating in the *P*. *pringlei* root apex are similar to those of the *Arabidopsis* root zones. The described differences in expression level of RAM regulators in the root apex of the cactus across developmental stages suggest that the acquisition of the determinate growth as an adaptive trait might have arose as a result of changes in regulatory sequences. This assumption requires further exploration, which will be possible upon the improvement of the assembly and annotation of the recently published draft nuclear genomes of Pachycereeae tribe species, with a high-coverage genome of *Carnegiea gigantea* and low-coverage genome of three more columnar cacti, including *P*. *pringlei*^24^.

## Materials and Methods

### Plant materials

Fruit of *Pachycereus pringlei* (S. Watson) Britton & Rose were collected from plants (Fig. 1g) growing near Bahía Kino, Sonoran Desert, Mexico. The seeds were sterilized as described^36^ and germinated on vertically oriented Petri dishes containing 0.2 × Linsmaier and Skoog medium (Phyto Technology Laboratories, Lenexa, KS, USA; pH 5.8), 0.8% Bacto Agar (BD Difco, Sparks, MD, USA), with no sucrose added. Plants were grown at 28 °C in a 12/12-h photoperiod with a light intensity of 80 µmol m^-2^ s^-1^.

For the primary root apex samples, 1 mm sections of the root tip were detached using a sterilized razor blade and frozen in liquid nitrogen. Root apices at three developmental stages were collected: initial, intermediate, and terminal (Fig. 1d–f). Root hairs, formed by differentiated epidermal cells, served as a hallmark for cell differentiation to distinguish between root developmental stages. Only the apices of roots that grew in contact with the surface of the medium were used for RNA extraction; roots that grew inside the medium, or away from it, were not sampled. Two biological replicates were used for RNA-seq, and two or three additional biological replicates were used for RT-qPCR analysis. Approximately 350, 450, and 600 root apices were collected for each biological replicate of the initial, intermediate, and terminal developmental stages, respectively. Plant material was stored at -70 °C until RNA extraction.

### RNA extraction, RNA-seq, and *de novo* assembly

Total RNA was isolated using TRIzol reagent (Thermo-Fisher Scientific, Waltham, MA, USA). All steps of RNA quality analysis, RNA processing, library preparation and 100 cycles of paired-end sequencing were performed at BGI-Tech, Hong Kong. Illumina RNA Library Prep kit was used for cDNA synthesis and Illumina HiSeq 2000 platform was used for sequencing. The quality of the Illumina sequence reads was analysed with CLC Genomics Workbench v 7.5 (CLC GW, CLC bio, Qiagen, Hilden, Germany; http://www.clcbio.com/). Read processing was performed using CLC GW as follows: the terminal 13 nt of the 5′ end were trimmed, and if both reads from a single RNA fragment overlapped, they were merged. A quality and adaptor trimming step was run on merged and unmerged reads; resulting reads shorter than 40 nt were discarded. The root apex transcriptome assembly was performed several times using the CLC GW *de novo* assembly tool, setting 400 nt as the minimal value for contig length, and varying the word size and bubble size to achieve optimal values, which were 50 and 400 nt, respectively. Unassembled reads were used to perform a second round of assembly using the optimal bubble and word sizes from the previous assembly run. Contigs larger than 3,000 nt were extended using the Genome Finishing Module in CLC GW. Raw reads and assembled contigs were deposited in the NCBI Gene Expression Omnibus under the accession number GSE104832.

### Contig annotation and RNA-seq analysis

Contig (transcript) sequences were annotated using the CLC GW Blast2GO plugin, the InterPro database, and the KEGG Automated Annotation Service (KAAS^28^). The processed reads obtained for each developmental stage were independently mapped to the contigs generated in the *de novo* assembly, counted, and normalized using the reads per kilobase per million mapped reads (RPKM) method^50^. Principal component analysis (PCA) was performed on the correlation matrix with the RPKM count table for each developmental stage of *P*. *pringlei* and, separately, for each zone of *Arabidopsis* root^35^. Differential expression was assessed with EDGE test^37^ as implemented in the CLC GW. The differentially expressed transcripts (DETs) were extracted according to the following criteria: fold change ≥2, FDR *p*-corrected value ≤ 0.005, RPKM ≥ 3 in all samples. DETs were subjected to a hypergeometric test^38^ and *k*-mean clustered^39^ according to their change in expression level across the developmental stages.

### Validation of RNA-seq expression profiles using RT-qPCR

Total RNA was treated with DNase (Thermo Fischer Scientific) and cleaned using the RNeasy Micro Kit (Qiagen). The first cDNA strand was synthesized using Superscript II Reverse Transcriptase (Thermo Fischer Scientific) and oligo-dT primer, according to the manufacturer’s instructions. RT-qPCR was performed on a LightCycler Nano (Roche, Basel, Switzerland) with SYBRGreen (Thermo Fischer Scientific) as fluorescent probe, using 50 ng cDNA for each reaction. Cq values were used to calculate the relative transcript abundance following the described methods^51,52^. The primers used are listed in Supplementary Table S7.

### Comparative transcriptomics and transcriptional regulatory network

A list of *Arabidopsis* genes previously reported to be important regulators of root development was created by literature mining. The sequences of these genes, together with their interactions and first neighbours, were retrieved from the *Arabidopsis* gene transcriptional regulatory map^43^ (downloaded from http://atrm.cbi.pku.edu.cn/). The putative *P*. *pringlei* orthologues of these genes were identified by determining the best bidirectional hit (BBH) for each sequence when possible, or unidirectional hits when the BBH was unsuccessful. The contigs were considered as putative orthologues when the BLAST coverage was >40% and the E-value was <1 × 10^-10^, and when domains from the query sequence, verified by SuperFamily^53^, were present. The resulting transcriptional regulatory network (TRN) was visualized in Cytoscape^54^ (v3.2.1).

## Electronic supplementary material

Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

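Root apices of *P. pringlei* were analysed at 3 developmental stages (Initial, Intermediate and Terminal) with 2 biological replicates each, 6 samples in all. Each replicate is a pool of 350, 450 or 600 apices, respectively. The authors trimmed the reads, assembled 49045 contigs *de novo* and mapped the reads of each sample to them in CLC Genomics Workbench. The deposited counts are whole numbers of reads per contig, given as the total and as the uniquely placed reads, without normalization. The deposited RPKM values are the total reads of a contig divided by its length and by the library's total, and recomputing them from the counts gave differences of at most 4.4e-07. Other columns the authors deposited hold the contig length and the annotation (BLAST2GO names, GO terms and InterProScan matches). KAAS annotation, RT-qPCR values, the *Arabidopsis* data and the network tables are not in the files analysed here, and the claims that rest on them were left without data.

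Samples were grouped by stage and replicate as the labels and the paper give them. Between 13632014 and 16918819 reads per sample were counted on transcripts, with a median of 15995198. With 3 reads taken as the smallest count that can be read, the smallest RPKM on a transcript of median length was between 0.24 and 0.30. Shares of transcripts are given with Wilson 95% intervals.

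Differential expression was tested on the total read counts with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit and glmQLFTest), with TMM normalization, with the filter filterByExpr by stage, which kept 37266 transcripts, and with all 6 samples in one fit. The 3 comparisons of stages were contrasts of that fit. FDR values are Benjamini-Hochberg adjusted over the transcripts tested, and the standard error of a log2 fold change is its size divided by the square root of the F statistic. A transcript was a DET with a log2 fold change of at least 1 in size, an FDR of at most 0.005 and a mean RPKM above 3 at each stage compared, as the results of the paper state. The paper used the EDGE test of CLC Genomics Workbench, an exact test, and edgeR's exact test was run as an alternative.

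The test was checked on simulated counts drawn from the means, dispersion trend and library sizes of the real samples, with 200 transcripts of more than 100 reads changed 4-fold at the terminal stage. At the thresholds for fold change and FDR, the main test recovered 197 of 200 for the intermediate and terminal stages and 198 of 200 for the initial and terminal stages, with 0 and 2 false calls. The simulated transcripts lay on the dispersion trend, without scatter around it and with the same dispersion at each stage. The check shows that the code finds planted changes. Its recovery rate does not carry over to the real samples, where no FDR was under 0.0025.

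The PCA was computed from the Pearson correlation matrix of the 6 samples on untransformed RPKM, and the distance between replicates is the Euclidean distance between their loadings on the first 2 components. GO biological process terms with at least 3 transcripts were tested with a one-sided hypergeometric test against all transcripts tested, adjusted over terms and both directions. Protein families were found by words in the annotation and tested with one-sided Fisher's exact tests against all transcripts tested, adjusted over 14 families and both directions. Unlike the GO test, the family tests were not repeated with a background limited by RPKM, so they favour families of expressed transcripts. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps.

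The transcripts named in the text follow a rule set before the processed files arrived. They are those that the paper names and the annotation identifies, with the most abundant transcript named where several share an annotation, and the 5 largest rises and 5 largest falls among the DETs between the initial and terminal stages that were changed the same way in every replicate. The genes *PpUBC9*, *PpIAA14*, *PpSUR1* and *PpFIBR* could not be identified from the annotation.

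Alternatives changed one choice at a time. They were edgeR's exact test, DESeq2 1.42.0 with its own size factors, scaling by library size alone, no filter on low counts or a total of at least 5, the RPKM criterion of the methods (at least 3 in all 6 samples) or none, the replicate number as a block, fits with only the 2 stages compared, an FDR threshold of 0.05, each replicate left out in turn, log2(RPKM + 1) and log2(RPKM + 0.1) for the PCA, and other sets of transcripts for the PCA and the GO test. Tests on RPKM values with limma were set down for the case that no counts were available and were not needed.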

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

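The paper discusses transcripts with a mean RPKM above 3 at each stage compared. Outside that set, 447 transcripts met the thresholds for fold change and FDR between the initial and terminal stages with a mean RPKM above 3 at the terminal stage and of 3 or less at the initial stage. They were flagged because this signal lies in transcripts that the criterion leaves out and is above the smallest value that the depth can show. They outnumber the 371 upregulated DETs, and only 28 transcripts were switched off in the same sense. Their median RPKM was 0.74, 1.29 and 9.75 at the initial, intermediate and terminal stages, with a median log2 fold change of 3.82, and 221 of them had more than 10 RPKM at the terminal stage. At the initial stage, 13 had no read in either replicate, and 69 had a mean above 3 RPKM at the intermediate stage.

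By annotation, they hold 8 NAC-domain transcripts with 0.61 expected (adjusted p = 2.3e-06 from Fisher's exact test), 7 WRKY transcripts with 0.67 expected (adjusted p = 3.3e-05), 6 peroxidases with 1.12 expected (adjusted p = 0.0043) and 2 abscisic stress-ripening proteins with 0.14 expected (adjusted p = 0.031). Ethylene-responsive factors were not past correction (3 with 0.60 expected, adjusted p = 0.062). The GO terms were led by suberin biosynthesis, with 8 of the 14 transcripts tested (FDR = 3.1e-09), then wax biosynthesis (5 of 14, FDR = 6.1e-04), fatty acid biosynthesis (8 of 66, FDR = 0.0011), regulation of transcription (15 of 278, FDR = 0.0011), response to light stimulus (7 of 57, FDR = 0.0030), response to osmotic stress (6 of 43, FDR = 0.0055), response to other organism (4 of 17, FDR = 0.017) and cutin biosynthesis (3 of 9, FDR = 0.047). All 447 were at least 2-fold higher in both Terminal replicates than in both Initial replicates.

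Technical explanations were tested as far as the files allow. Deeper sequencing of the terminal samples would need a larger library, and the ratio of the median library totals was 1.047. Without TMM normalization, 99.78% of the 447 still met the thresholds. That setting also raised the upregulated DETs from 371 to 940, so it favours passing and this share says little about normalization. The TMM factors of the Initial and Terminal samples lay between 0.878 and 1.051, which moves fold changes little beside the median log2 fold change of 3.82. Both Terminal replicates were higher for 100% of them. The FDR threshold favours such transcripts, so this is not an independent test of whether 1 Terminal replicate carries the signal. Reads shared with similar contigs would lower the share of uniquely placed reads, whose median was 1. Fragments from another source would more often lack an annotation, but 46 (10.29%) did, against 11.63% of 21656 other transcripts in the same RPKM range (one-sided Fisher's exact p = 0.829). If the library series carried the signal, Intermediate replicate 2, which shares its series with the Terminal samples, would exceed Intermediate replicate 1, but it was more than 2-fold higher for 5.37% of the transcripts and more than 2-fold lower for 11.19%. That last test rests on 1 pair of samples. A foreign organism with good annotation, a mixed or mislabelled sample, and a different share of tissues in the 1 mm tip were not tested. A candidate explanation is that differentiation, with suberin synthesis, advances within the 1 mm tip by the terminal stage. It remains a hypothesis, found in the same data and not separable from the untested explanations.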

How the results depend on the processing

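The mapping of samples, the tests and the alternatives were fixed before the processed files arrived, except for 3 kinds of alternative that were chosen after seeing the data. These were counts of uniquely placed reads, fits without one replicate read at an FDR of 0.05, and edgeR's exact test for the families and expression profiles. The annotation share that does not count names, and the GO term DNA methylation, were also chosen after the files arrived. Of the headline results, the distance between the Intermediate replicates and the mean expression of the WOX transcripts changed by less than their spread under every alternative that left out no replicate. With a replicate left out the WOX mean did so as well, whereas the distance between the Intermediate replicates fell from 0.031 to 0.010 without Initial replicate 1, more than its spread of 0.015. The spread of a share of variance or a distance is the SD over the analyses that each left out one sample. The overrepresentation of translation, nucleosome assembly and protein folding among downregulated DETs held in every setting for which GO terms were tested. These were the main fit, edgeR's exact test, library size alone, the replicate block, no RPKM criterion and a background limited by RPKM.

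The number of DETs changed most. Between the initial and intermediate stages it was 0 in the main fit, 8 with edgeR's exact test and 14 with DESeq2. Between the intermediate and terminal stages it was 102 in the main fit, against 1513 with the exact test, 1364 with DESeq2, 186 with library size alone, 226 with no filter on low counts, about 2.3e+02 with a total count of at least 5, 237 without the RPKM criterion, 563 with the replicate block, 1457 with only the 2 stages in the fit and 1696 at an FDR of 0.05. Between the initial and terminal stages the 660 DETs became 2585, 2410, 1383, 1053, 1056, 1152, 1886, 0 and 2852 under the same alternatives in that order. Uniquely placed reads gave 108 and 681. The exact test and DESeq2 do not carry the uncertainty of the estimated spread into the p-value as the quasi-likelihood test does, which could explain their higher counts. The lowest FDR of the main fit was 0.0029 and 0.0025 in the 2 comparisons with the terminal stage, so small shifts of the spread move many transcripts across 0.005. The fit of only the initial and terminal samples reached no FDR under 0.013, whereas that of only the intermediate and terminal samples, with as many samples, reached 1.2e-05. The number of samples therefore does not explain the 0 DETs of the former. The spread between the Initial replicates, which is the widest, enters the former and not the latter and could explain it, and the FDR also fell without Initial replicate 1 (to 3.5e-06 between the intermediate and terminal stages).

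The ratio of upregulated to downregulated DETs between the intermediate and terminal stages was 11.75 in the main fit, 4.25 with the exact test, 3.64 with DESeq2, 6.15 with library size alone, 22.7 without the RPKM criterion, 6.51 with the replicate block, 5.87 with only the 2 stages and 4.3 at an FDR of 0.05. Between the initial and terminal stages it was 1.28, and it moved to 2.12 with library size alone and 2.62 without the RPKM criterion. TMM gives Initial replicate 2, in which 1 transcript takes 3.00% of the reads, a factor of 0.878. Without it the other transcripts of that sample read lower. Terminal replicate 2 also has a factor under 1 (0.933), and downregulated DETs rose too with library size alone, from 289 to 443. The source of the higher ratio with library size alone was therefore not identified. The RPKM criterion removes transcripts that are low at the initial stage, most of which rise.

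Leaving out one replicate at a time gave from 0 to 5 DETs between the initial and intermediate stages, from 0 to 1582 between the intermediate and terminal stages and from 0 to 2131 between the initial and terminal stages, with ratios from 5.20 to 5.23 and from 1.74 to 1.92 in the 2 fits that had downregulated DETs. At an FDR of 0.05 these fits gave from 0 to 277, from 1 to 2148 and from 2254 to 3499 DETs. The ratio between the intermediate and terminal stages was then between 2.10 and 8.52, and that between the initial and terminal stages between 0.79 and 2.65. The lowest, 0.79, reverses the direction and came from the fit without Terminal replicate 2, with 1154 upregulated and 1459 downregulated DETs, whereas without Terminal replicate 1 the surplus grew (1636 and 618, ratio 2.65). The surplus between these stages thus depends on Terminal replicate 2. Fits without downregulated DETs give no ratio.

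The share of variance on the first component was 85.20%, and 95.08% on log2(RPKM + 1) and 92.23% on log2(RPKM + 0.1), with 83.37 to 88.72% when single samples were left out. The second component had 11.34%, and 3.30% and 4.30% on the log scales, with 8.35 to 13.26% when single samples were left out. Untransformed RPKM gives the most abundant transcripts most of the weight, which the log removes. The distance between the Initial replicates was 0.140, and 0.156 and 0.205 on the 2 log scales and 0.171 without the 10 most abundant transcripts. The distance between the Terminal replicates was 0.046, and 0.021, 0.031 and 0.016, respectively. Without these 10 transcripts the Terminal replicates were the closest pair.

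The number of overrepresented GO terms was 7, and 48 with the DETs of the exact test, 25 with library size alone, 33 with the replicate block and 13 without the RPKM criterion, following the length of the DET lists. L-phenylalanine catabolism went from no upregulated DET to 6 with the exact test and 4 with the replicate block. The share of DETs without annotation was 3.48%, and 5.61% with the exact test and 6.08% without the RPKM criterion. Of the transcripts that stand for genes measured by RT-qPCR, 2 were DETs in the main fit and 0 with only the 2 stages compared. By the FDR threshold alone, 4 passed with the exact test and 4 with DESeq2. With the exact test, the *PpEF1α* transcript among them missed the fold-change criterion. The 10 transcripts with the largest changes stayed DETs with the exact test, DESeq2, library size alone and the replicate block, but not with only the 2 stages compared (0 DETs). An RPKM of at least 3 in all 6 samples leaves out P_pringlei_Contig_0044157 (1.30 in Initial replicate 1), P_pringlei_Contig_0014208 (1.60 in Initial replicate 1) and P_pringlei_Contig_0013866 (2.99 in Terminal replicate 1). The mean of the WOX transcripts was between 2.45 and 2.85 RPKM with a replicate left out. Among the other rows that kept all replicates, 283 were unchanged, 19 counts moved, and 42 transcripts or terms gained and 13 lost significance. Another 2, both for L-phenylalanine catabolism, went from no upregulated DET to overrepresentation among the upregulated DETs, without a change of direction.

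At the median of 15995198 reads per sample, the RPKM criterion of 3 lies about 10 times above the smallest detectable value (0.30 RPKM at most). Transcripts that meet it are thus above the detection limit. Whether more reads would change the DETs was not tested. The spread between replicates and how a test treats it move the FDR of the main fit. The absence of a transcript from the DETs does not mean that it was unchanged, as for the SHORT-ROOT-like P_pringlei_Contig_0006631 (FDR = 0.0096 in the main fit, 4.6e-04 with edgeR's exact test). The alternatives with limma on RPKM were not run because the files hold counts. Other splits of the samples were not counted, because groups of 2 samples were compared.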

Differences from the paper's values

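A gap is called closed here when neither value is more than 1.5 times the other, so a value that closes it can still lie well away from the paper's. The number of DETs between the initial and intermediate stages was 0 against the paper's 66. None of the alternatives set before the files arrived closed the gap, and the highest was DESeq2 with 14, followed by edgeR's exact test with 8. Between the intermediate and terminal stages it was 102 against the paper's 873. None of the alternatives set before the files arrived closed this gap either, and the nearest of them were the replicate block with 563 and DESeq2 with 1364. Fits without Terminal replicate 1 or 2 read at an FDR of 0.05, an alternative chosen after seeing the values, gave 895 and 819 and closed it. Between the initial and terminal stages it was 660 against the paper's 1388. The gap closed with library size alone (1383), no filter on low counts (1053), a total count of at least 5 (1056), no RPKM criterion (1152), the replicate block (1886) and without Initial replicate 1 (937). It did not close with edgeR's exact test (2585), DESeq2 (2410), an RPKM of at least 3 in all 6 samples (614), only the 2 stages compared (0), an FDR threshold of 0.05 (2852), without Initial replicate 2 (2131) or without an Intermediate or Terminal replicate (0 in each).

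The ratio of upregulated to downregulated DETs between the initial and terminal stages was 1.28 against the paper's 2. The gap closed with edgeR's exact test (1.58), DESeq2 (1.36), library size alone (2.12), no RPKM criterion (2.62), the replicate block (1.65), an FDR threshold of 0.05 (1.66) and without Initial replicate 1 (1.92) or 2 (1.74). It did not close with no filter on low counts (1.12), a total count of at least 5 (1.11) or an RPKM of at least 3 in all 6 samples (1.15), and the other fits had no ratio. Of the fits with a replicate left out read at an FDR of 0.05, chosen after seeing the values, it closed without Initial replicate 2 (1.54), Intermediate replicate 1 (1.37) or 2 (1.36) and Terminal replicate 1 (2.65), and not without Initial replicate 1 (1.29) or Terminal replicate 2 (0.79). For the ratio between the intermediate and terminal stages, 11.75 against the paper's 14, the values were not different by the same criterion. Nor were they with no filter on low counts (11.56), a total count of at least 5 (11.61) or an RPKM of at least 3 in all 6 samples (12.67). They differed with edgeR's exact test (4.25), DESeq2 (3.64), library size alone (6.15) and the replicate block (6.51). They also differed with only the 2 stages compared (5.87), an FDR threshold of 0.05 (4.3) and no RPKM criterion (22.7). Counts of uniquely placed reads, an alternative chosen after seeing the values, gave 14.43.

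The share of DETs without annotation was 3.48% against the paper's 17.4%. It stayed apart with edgeR's exact test (5.61%), library size alone (3.25%), the replicate block (3.66%) and no RPKM criterion (6.08%). These shares count the names from BLAST2GO as annotation. When names are not counted, a definition chosen after the files arrived, the share with no InterProScan match and no GO term was 11.36% in the main fit and 11.50% with library size alone, which left the gap open, and 14.39% with edgeR's exact test, 12.04% with the replicate block and 14.67% with no RPKM criterion, which closed it. Hypothetical proteins made up 3.50% of the upregulated DETs against the paper's 2%, and 2.59% with edgeR's exact test, which closed the gap. The N25 was 2365 nt against the paper's 1332 nt, and the N50 was 1414 nt against the paper's 728 nt, when transcripts are weighted by length. Counted by number of transcripts, the upper quartile and the median are 1332 and 728 nt, which equal the paper's values. The paper's N75 of 611 nt equals neither the lower quartile by number (520 nt) nor the weighted N75 (732 nt). No alternative had been set for these lengths before the files arrived.

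Other statements of the paper differ in direction or rank, some of them only in part. The paper says that some SAUR transcripts were among the upregulated DETs, which a fall of other members does not contradict. Here 24 of 33 had a negative log2 fold change, with a median of -1.03 and no DET in the main fit. The most abundant rose (log2 fold change 1.81, FDR = 0.011 in the main fit and 0.0029 with the replicate block). With edgeR's exact test 3 SAUR transcripts were upregulated and 6 downregulated DETs, and the summed RPKM of the family went from 285.06 to 364.30. It describes *PpGH3* as stably expressed, and the most abundant GH3 transcript here had a log2 fold change of 0.90. It describes *PpGASA* as downregulated, and the most abundant transcript with that annotation had a log2 fold change of 0.16, while 5 of the 13 transcripts were downregulated DETs. *PpEF1α* was chosen as a reference for low variation, and the most abundant transcript with that annotation had a log2 fold change of -0.98. Of the 7 tested, 6 had a negative log2 fold change. The exception, P_pringlei_Contig_0006759, had a log2 fold change of 0.08 and a coefficient of variation of 6.0%. No orthologue of *FEZ* is given, and 5 transcripts carry a FEZ-like annotation. The putative *WOX* orthologues are described as very low, with averages under 4 RPKM. The 8 transcripts annotated as WOX averaged 2.70 RPKM, under that limit, although 2 of them were above it. The contigs that the authors used for these genes are not in the files analysed here, and the transcripts compared are the most abundant with each annotation.

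The paper places the Intermediate replicates closest to each other, and without the 10 most abundant transcripts their distance was 0.044 against 0.016 for the Terminal replicates. With only the 2 stages compared, the initial and terminal stages had 0 DETs, fewer than the intermediate and terminal stages with 1457, and without Initial replicate 1 the numbers were 937 and 1582, both against the order the paper gives. Of the GO terms the paper gives as overrepresented, ribosome biogenesis, DNA methylation, amino acid transport, glycerol ether metabolism and autophagy were not so in the main fit. Autophagy was with edgeR's exact test (FDR = 0.0083), library size alone (FDR = 0.0014) and the replicate block (FDR = 0.0025), ribosome biogenesis was with the replicate block (FDR = 0.024), and the catabolism of L-phenylalanine, an aromatic compound, was with edgeR's exact test (FDR = 1.5e-05) and the replicate block (FDR = 0.0051).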

Other observations

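Every prediction behind the tests named here and for the flagged transcripts was written before the value it concerns was seen. Transcripts of the cell cycle (cyclins, DNA replication licensing factors, PCNA and ribonucleotide reductase), taken from a list written before the test, were lower at the terminal stage. Of 36 tested, 32 had a negative log2 fold change from the initial to the terminal stage, with a median of -0.85 against 0.05 for all transcripts, and their median RPKM was 15.9, 14.8 and 8.7 at the 3 stages. At an FDR of 0.005, 5 were lower with 0.31 expected (one-sided Fisher's exact p = 1.3e-05), and at an FDR of 0.05, 24 were lower and 0 higher. Without TMM normalization the median was -0.826, so TMM is not the source, although similar TMM factors at the 2 stages left it little room to act. Intermediate replicate 2 differed from replicate 1 by a median log2 ratio of -0.030, so no effect of the library series was seen in that pair. A candidate explanation is that fewer dividing cells are left in the 1 mm tip. A mislabelled sample or a different amount of non-dividing tissue in the pools was not tested, and expression per cell cannot be told apart from the number of dividing cells.

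The library numbers place the Initial replicates and Intermediate replicate 1 in one series and Intermediate replicate 2 and the Terminal replicates in another, so the comparison of the initial and terminal stages cannot be separated from the series. If the series had a large effect, the difference between the Intermediate replicates would resemble that between the terminal and initial stages, but across transcripts their correlation was r = 0.107. The Intermediate pair is the only one that crosses the series, and an effect on some transcripts may remain. The Initial replicates both lie in the same series.

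The Initial replicates were the least alike. A few transcripts taking most of the counts might be the cause, since 1 transcript took 3.00% of the reads of Initial replicate 2 and 0.72% of replicate 1, but without the 10 most abundant transcripts the distance was 0.171, still the largest of the 3 stages. Across transcripts, the difference of Initial replicate 2 from replicate 1 had a correlation of r = 0.494 with that of the terminal from the intermediate stage, whereas that of Terminal replicate 2 from replicate 1 with the intermediate and initial stages had r = -0.039. Seedlings of 1 to 4 d.a.g. differ in age, and the pools could hold different shares of older seedlings or of tissue outside the meristem, or a trace of terminal RNA. None of these was tested.

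The surplus of upregulated over downregulated DETs between the initial and terminal stages was tested against normalization and the RPKM criterion. The ratio was 2.12 with library size alone and 2.62 without the criterion, so neither makes the surplus, and both reduce it in the main fit. Without Terminal replicate 2 at an FDR of 0.05 the ratio was 0.79, so the direction may depend on that replicate. No biological explanation was tested.

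The DETs were longer than the other transcripts that met the RPKM criterion (median 1403 against 1266 nt). Longer transcripts collect more reads and are tested with more power, and among transcripts of similar read number the DETs were not longer (mean log2 difference -0.16, one-sided permutation p = 1). Power could therefore be a source of the difference. The negative value means shorter DETs at similar read number, which the one-sided test did not address and power does not account for. No biological explanation was tested. Of the annotated transcripts, 8175 (26.52%) have no GO term and an InterProScan result of only membrane, signal-peptide or coil segments. Among these, 6251 have no name either, and for them the annotation says little on function.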
